# Nup107 contributes to the maternal-to-zygotic transition by preventing the premature nuclear export of pri-miR427

**DOI:** 10.1242/dev.202865

**Published:** 2025-02-04

**Authors:** Valentyna Kostiuk, Rakib Kabir, Kaitlin Levangie, Stefany Empke, Kimberly Morgan, Nick D. L. Owens, C. Patrick Lusk, Mustafa K. Khokha

**Keywords:** Nucleoporins, miR427, Maternal-to-zygotic transition, microRNA, Germ layers patterning, Nuclear transport, *Xenopus*

## Abstract

Emerging evidence suggests that the nuclear pore complex can have unique compositions and distinct nucleoporin functions in different cells. Here, we show that Nup107, a key component of the NPC scaffold, varies in expression over development: it is expressed at higher levels in the blastula compared to the gastrula, suggesting a crucial role before gastrulation in *Xenopus*. We find that depletion of Nup107 affects the differentiation of the early germ layers leading to an expansion of the ectoderm at the expense of endoderm and mesoderm. By analyzing an RNA-sequencing time course, we observed that depletion of Nup107 affects the maternal-zygotic transition by delaying the degradation of maternal transcripts that occurs as zygotic transcription begins. The transcripts are enriched in recognition sites for miR427, a conserved microRNA that destabilizes maternal transcripts including REST, which encodes a Kruppel-type zinc-finger transcription factor that we demonstrate is crucial for ectodermal cell fates. Mechanistically, we show that Nup107 is required to prevent the premature export of *pri-miR427* transcript before processing. Nup107 depletion leads to the reduced production of mature miR427 and maternal transcript stabilization. We conclude that high levels of Nup107 in the early embryo are crucial for the nuclear retention and subsequent processing of *pri-miR427* transcripts that is required for timely maternal RNA clearance to enable gastrulation.

## INTRODUCTION

Nucleoporins (nups) are components of nuclear pore complexes (NPC), transport channels embedded in the nuclear envelope that control molecular exchange between the cytoplasm and nucleus. Although NPCs are generally thought to be biochemically and thus functionally identical in most cell types, there is emerging evidence of cell type-specific expression of nup genes that might contribute to cell fate decisions (Cho and Hetzer, 2020; D'Angelo et al., 2012; Reza et al., 2016). The underlying mechanisms by which cell type-specific changes in nup levels impact differentiation pathways remains ill-defined but may be relevant to understanding why nups also contribute to a wide array of tissue-specific diseases (Muir et al., 2020; Braun et al., 2016; Park et al., 2020, 2017, 2014; Miyake et al., 2015; Weinberg-Shukron et al., 2015; del Viso et al., 2016).

An individual NPC is composed of ∼30 nups that come together in multiple copies to form the eightfold radially symmetric, 100 MDa macromolecular assembly that is embedded in the nuclear envelope (Beck and Hurt, 2017). The central channel of the NPC contains the Phe-Gly-rich (FG) nups that form a size-selective diffusion barrier and interact with nuclear transport receptors carrying cargoes (Cautain et al., 2015; Shen et al., 2021). The FG nups are anchored to the NPC scaffold, which consists of three concentric ring assemblies: the cytoplasmic ring, the inner ring, and the nucleoplasmic ring. The major nup components of the cytoplasmic and nucleoplasmic rings are the Nup107-160 ‘Y-complex’.

Although multiple components of the Y-complex have been linked to disease, *NUP107* stands out as heterozygous loss-of-function variants in *NUP107* were identified in two individuals with left ventricular outflow tract obstruction, indicating a malformation in the left heart chambers (Jin et al., 2017). Besides cardiac abnormalities, *NUP107* variants have been reported in individuals with steroid-resistant nephrotic syndrome, microcephaly, hypergonadotrophic hypogonadism, gonadal dysgenesis and infertility (Rosti et al., 2017; Park et al., 2020, 2017; Miyake et al., 2015; Ren et al., 2018; Braun et al., 2018; Weinberg-Shukron et al., 2015). This broad spectrum of birth defects suggests that Nup107 could be involved in several independent pathways, or it could affect an early embryonic patterning process leading to subsequent defects in multiple embryonic structures. To investigate how Nup107 impacts embryonic development, we took advantage of the rapid external development of *Xenopus* embryos. We show that Nup107 facilitates the maternal-to-zygotic transition by preventing the premature nuclear exit of *pri-miR427* transcripts. In turn, this contributes to the clearance of maternal transcripts allowing proper germ layer patterning and organogenesis. Thus, our work provides evidence for how nups, present in all cell types, can impact stage-specific developmental transitions.

## RESULTS

Given that Nup107 variants are associated with multiple tissue-specific diseases, we first examined its spatio-temporal expression by whole-mount *in situ* hybridization at different developmental stages from stage 6 (32 cell) to stage 20, when organogenesis begins (Fig. 1A). We compared the Nup107 expression pattern to that of Nup62 (an FG nup) and Nup188, which encodes for a scaffold/inner ring nup, which we have previously shown plays a role at cilia (Fig. 1A) (del Viso et al., 2016; Vishnoi et al., 2020; Marquez et al., 2021). The signal from the *nup107* transcripts was higher during early development and lower after the onset of gastrulation (stage 10). This expression pattern was unique to *nup107*, as *nup188* mRNA was also detected during gastrulation (stages 10-12) and later in the neural folds of embryos undergoing neurulation (stages 13-20). Interestingly, the *nup107* RNA expression detected by RNA-seq using polyA+ and ribozero samples also showed high transcript levels before gastrulation, with a significant decrease right at the beginning of gastrulation (stage 10) (Fig. S2A,B). When we examined protein levels by western blot, we also noticed variability across development, especially for Nup188 and Nup107*.* The protein levels of Nup188 had a wave-like character that peaked at early (stage 8) and at later (stages 12-14) stages. Interestingly, stages 12-13 are associated with cilia formation and function. Surprisingly, we detected high levels of Nup107 protein before stage 10, which marks the onset of gastrulation. In comparison, the expression of Nup107 protein was diminished at later stages (Fig. 1B). Thus, nup levels vary considerably relative to each other across development.

**Fig. 1.**
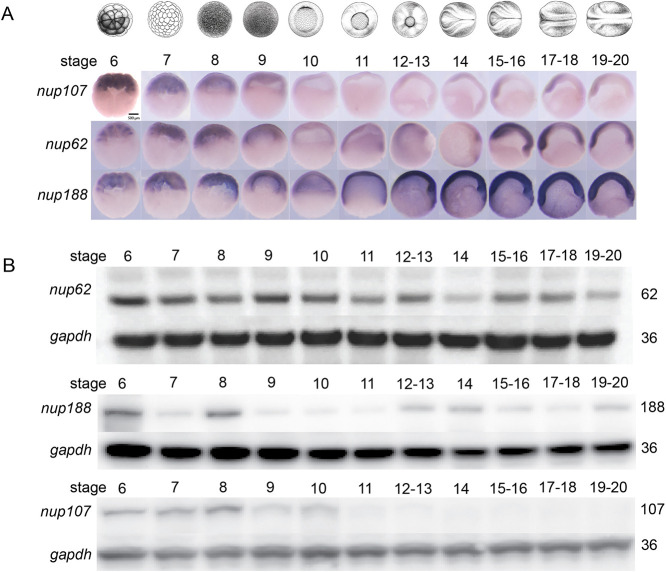
**Spatio-temporal patterns of nucleoporin expression.** (A) mRNA expression domains of *nup107*, *nup62*, and *nup188* detected by whole-mount *in situ* hybridization using antisense probes at different developmental stages (panel above). Scale bar: 500 μm. (B) Protein expression levels of Nup62, Nup188, and Nup107 detected by western blotting at different developmental stages (panel above). *Gapdh* is a loading control. Three biological replicates were used for all experiments, with 30 embryos used per stage per condition. All data represent results from experiments replicated at least three times in the laboratory.

Surprised by the finding that Nup107 protein levels are diminished before gastrulation, we investigated a role for Nup107 at this timepoint. We used CRISPR/Cas9 to introduce indels into the *nup107* gene to ablate its expression. We found that 36±12.8% (mean±s.d.) of embryos depleted of Nup107 did not gastrulate normally (compared to 0% in controls) (Fig. S3). For gastrulation to progress, two processes are essential: germ layer patterning and morphogenesis (Huang and Winklbauer, 2018; Solnica-Krezel and Sepich, 2012; Heisenberg and Solnica-Krezel, 2008). Immediately before gastrulation, the blastula embryo is divided into three germ layers: the ectoderm, mesoderm, and endoderm. The mesoderm initiates gastrulation on the dorsal side of the blastula at a crucial signaling site known as the Spemann-Mangold Organizer (Organizer) (Spemann and Mangold, 1923). Markers of the Organizer (Fig. 2A) were reduced in Nup107-depleted embryos. Approximately 28% and 45% of Nup107-depleted embryos had decreased expression of *chordin* and *goosecoid*, respectively. Similarly, *foxj1* levels were lower in approximately 35% of Nup107-depleted embryos (compared to 2% in controls). The reduction of dorsal mesodermal markers could be due to expansion of ventral mesodermal markers. To assay ventral mesodermal fates, we examined the expression of *vent1*. More than 70% of Nup107-depleted embryos had increased expression of *vent1* (compared to 2% in controls); however, its expression domain did not expand into the dorsal region (Fig. 2A).

**Fig. 2.**
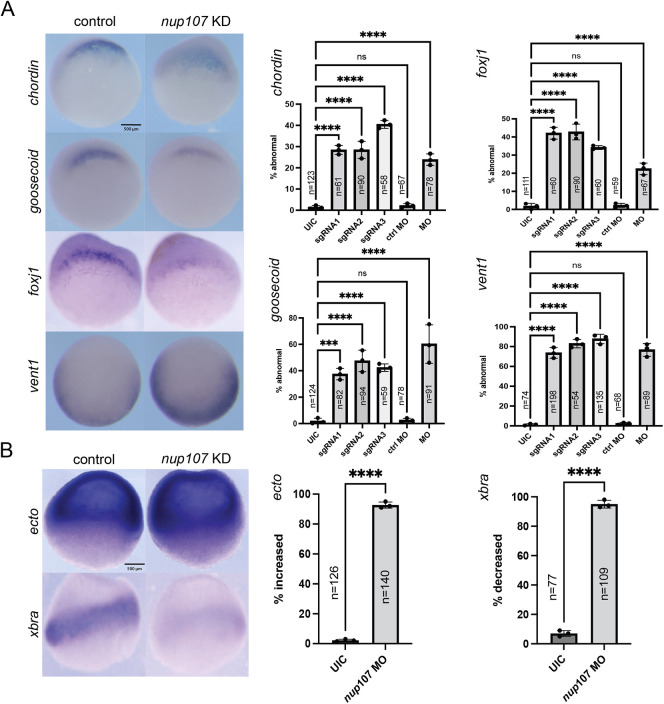
**Nup107 depletion alters germ layer specification.** (A) Representative images of whole-mount *in situ* hybridization embryos at stage 10 demonstrating reduced expression levels of dorsal mesodermal markers (*chordin*, *goosecoid*, *foxj1*) and upregulated expression of a ventral mesodermal marker (*vent1*) due to Nup107 depletion. (B) Whole-mount *in situ* hybridization images of embryos at stage 10 showing upregulated ectodermal marker (*ectodermin*) and reduced mesodermal marker (*xbra*) expression in Nup107*-*depleted embryos. Three biological replicates were used for all experiments. All data represent results from experiments replicated at least three times in the laboratory. Statistical significance was determined using two-way ANOVA analysis. ***P<0.001, ****P<0.0001. ns, not significant. Data are mean±s.d. Scale bars: 500 μm.

To test the specificity of our depletion strategies, we employed three different sgRNAs, all of which generated similar phenotypes in F0 CRISPR embryos (Fig. 2; Fig. S4). Additionally, we confirmed CRISPR-Cas9 cutting efficiency using inference of CRISPR edits (ICE) analysis for all three sgRNAs (Fig. S4). We also depleted Nup107 with a start site morpholino oligonucleotide (MO), which produced a similar phenotype as well (Fig. 2). To test the specificity of the MO, we demonstrated rescue with human *NUP107* mRNA in Nup107 MO-depleted embryos (Fig. S5A). Finally, to test the efficiency of our MO and specificity of the antibody, we detected a reduction in Nup107 protein by western blot in MO-depleted embryos and an increase in Nup107 protein with human mRNA overexpression (Fig. S5B). Therefore, based on these tests, we conclude that the phenotypes associated with Nup107 depletion are specific to the loss of function of Nup107.

Since the expression of both the dorsal and ventral mesoderm was abnormal under conditions of Nup107 depletion, we tested the expression of a pan-mesodermal marker *xbra* (*tbxt*), which was reduced in 93% of Nup107-depleted embryos (and 7% in controls) (Fig. 2B). Given the loss of general mesodermal cell fates, we next examined the other two germ layers: ectoderm and endoderm. Similar to mesoderm, endodermal markers, *vegT* and *mixer*, were reduced in the majority of Nup107-depleted embryos (84% and 97%, respectively, compared to 16% and 2% in controls) (Fig. S6). However, the ectoderm, marked with *ectodermin* and *foxi1a* (*foxi3.2*), was expanded into the mesendodermal domain in over 80% of Nup107-depleted embryos (compared to 2% in controls) (Fig. 2B; Fig. S6). Additionally, we wondered whether the Nup107 depletion phenotype would be mirrored by the depletion of other Nup107-160 complex members. Our results suggest that the depletion of Nup133 and Nup160 is distinct from Nup107 (Fig. S6). From these studies, we conclude that depletion of Nup107 leads to an alteration in germ layer fates whereby ectodermal fates are expanded at the expense of mesendodermal, which will affect gastrulation and embryonic patterning.

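The time course was made in *Xenopus tropicalis*, a frog whose embryos develop outside the mother. The *nup107* morpholino oligonucleotide (MO) is an antisense oligonucleotide against the start site of the *nup107* mRNA, and 10 ng was injected. Uninjected control (UIC) embryos served as the comparison, so that the effect of the injection itself is part of each difference. For each condition, polyA+ RNA was sequenced at 21 time points from 2 to 12 hpf, every 0.5 h, from 10 embryos per library. There was 1 library per time point and condition, so no difference at a single time point has a replicate check, and neighbouring time points are not independent. The authors aligned the reads to the Xt9.1 genome combined with ERCC spike-ins using STAR, quantified them with RSEM and deposited expression values in TPM. These values include the ERCC spike-ins in the total and do not include the dinucleotide correction that the paper applied before its test. TPM keep no record of the number of reads, so the depth of each library is unknown. The 2 deposited tables, named for polyA+ and for ribozero libraries, hold identical values. They were used once, as the 42 polyA+ libraries, and the ribozero libraries were not analysed here. This assignment follows the names and the sample labels. ERCC spike-ins took from 4.46% to 6.35% of the TPM in UIC libraries (median 5.47%) and from 4.60% to 5.98% in *nup107* MO libraries (median 5.10%). Between 13125 and 15520 genes were over 0.4 TPM in UIC libraries, with a median of 14608, and between 13167 and 15194 in *nup107* MO libraries, with a median of 14669. Differences are given as log2((MO + 1)/(UIC + 1)) in TPM, a scale that understates the change of genes with low expression, and are averaged over 3 windows of 7 time points, 2 to 5 hpf, 5.5 to 8.5 hpf and 9 to 12 hpf. The SD across the time points of a window includes real change over time. The targeted gene, *nup107*, had a mean of 204 ± 8.26 TPM (SD, 7 time points) in UIC and 208 ± 11.0 TPM in *nup107* MO at 2 to 5 hpf. The means were 160 ± 56.6 TPM and 203 ± 22.2 TPM at 5.5 to 8.5 hpf, and 40.7 ± 13.4 TPM and 95.2 ± 25.9 TPM at 9 to 12 hpf. An MO against a start site acts on translation, so the mRNA level is not a measure of the depletion.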

To investigate the relationship between Nup107 and germ layer patterning, we collected Nup107-depleted embryos and sibling controls every 30 min from early cleavage stages until the end of gastrulation (Fig. 3) and performed polyA+ RNA-seq, generating a time series of excellent quality (see Materials and Methods). Following a methodology we have used previously (Owens et al., 2016; Sempou et al., 2022), we identified genes with differential temporal expression, i.e. those genes for which expression trajectories differ between *nup107* MO and control embryos. 

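For the re-analysis, each gene's TPM were divided by the gene's maximum, multiplied by 1000, increased by 1 and square-root transformed, as in the paper's methods. Gaussian processes (GPs) with a Matern 5/2 kernel were fitted to the UIC values, to the *nup107* MO values and to both together. The likelihood ratio score (LR) is the log-likelihood of the 2 separate fits minus that of the joint fit, and a gene was called at an LR over 0. The fits used the priors of the paper's methods. A called gene was counted as increased where the mean of its fitted curve was higher in *nup107* MO than in UIC. In simulated data with 200 of 15011 genes changed by a fold of 2, 196 of the 200 (98%) were called in the right direction. Of the 14811 unchanged genes, 145 (0.979%) were called. The simulated change was the same at all time points, with noise independent between genes and libraries. These rates therefore do not carry over to smaller or transient changes, or to noise that genes share.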

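In the polyA+ libraries, 782 genes were increased and 300 decreased among 15011 tested genes. The largest LR of all tested genes was that of *nup107* itself, at 46.0. Among increased genes it was followed by *supt16h* (LR 32.9), *ppp6r1* (28.5), *gmfb* (27.3) and *mzt2b* (24.0). The largest LR among decreased genes were those of *uap1* (38.6), *LOC100145051* (34.8), *cyb5r3* (34.0), *LOC100489887* (33.4) and *LOC100490748* (31.5). *supt16h* was higher in *nup107* MO at 21 of 21 time points, with a mean log2 difference of 0.51 ± 0.14 (SD, 21 time points). *cyb5r3* was higher in *nup107* MO at 0 of 21, with a mean of -0.88 ± 0.25. Both genes were chosen from these libraries, *supt16h* as the paper's example of U2 and *cyb5r3* by its LR, so no p-value is given for them. *LOC100490748*, with expression mostly late in the time course, was higher in *nup107* MO at 9 of 21 time points, and although it was chosen by its LR as well, a two-sided sign-flip permutation test of the 21 paired differences (100000 resamples) gave p = 0.0933 (adjusted p = 0.130 with Benjamini-Hochberg adjustment over 32 named genes). Adding the log priors to the LR lowered the counts to 297 increased and 57 decreased genes, the largest change by ratio among the alternatives. A test on log2(TPM + 1) gave the highest number of increased genes, with 1641 increased and 995 decreased. It also subtracted each gene's mean, divided by its SD and shifted the priors to match. Subtracting the mean alone on the square-root scale gave 1561 and 1000, so the rise cannot be credited to the log scale. Scaling the libraries by their ERCC spike-ins gave 772 increased and 118 decreased genes, so that 86.7% of called genes were increased, against 72.3% with TPM as deposited. Scaling by median ratios moved this share the other way, to 64.8%.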

We found that there were on average 712 genes activated and 247 genes repressed (Fig. S1C,D). We further subdivided these by k-means clustering into six clusters, three with increased expression U1-3 and three with decreased expression D1-3 (Fig. 3A; Fig. S7A). 

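The fitted curves of called genes, each divided by its maximum over both conditions, were divided by k-means clustering (k = 3, best of 50 starts) and numbered by the mean time of expression. The increased genes fell into 312 in U1, 368 in U2 and 102 in U3, with mean times of expression of 5.68, 6.90 and 9.26 hpf. The decreased genes fell into 99 in D1, 136 in D2 and 65 in D3. With k = 2 the earliest cluster of increased genes held 564 genes, 198 of them U1 genes, and with k = 4 it held 157 genes, 156 of them U1 genes.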

Broadly, for both increased and decreased expression classes, clusters 1-3 contain genes with differential expression from early to late in our time course.

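The median log2 difference of U1 genes was 0.48 at 2 to 5 hpf, 0.42 at 5.5 to 8.5 hpf and 0.38 at 9 to 12 hpf. In U2 the medians were 0.23, 0.16 and 0.23, and in U3 they were 0.02, 0.16 and 0.36. D1 had medians of -0.15, -0.15 and -0.05, D2 of -0.09, -0.12 and -0.19, and D3 of 0.00, -0.05 and -0.36. For each cluster and window, 10000 random lists of tested genes of the same size and similar expression were drawn. The U1 and U2 medians lay above all of these lists in each window, as did those of U3 in the later windows, while the U3 median at 2 to 5 hpf was at the 56.2 percentile. These percentiles describe the libraries that also chose the genes and are not a test of the conditions. The U1 median of the last window rested in part on the library pair at 9 hpf, without which it was 0.24.

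**Figure D1:**
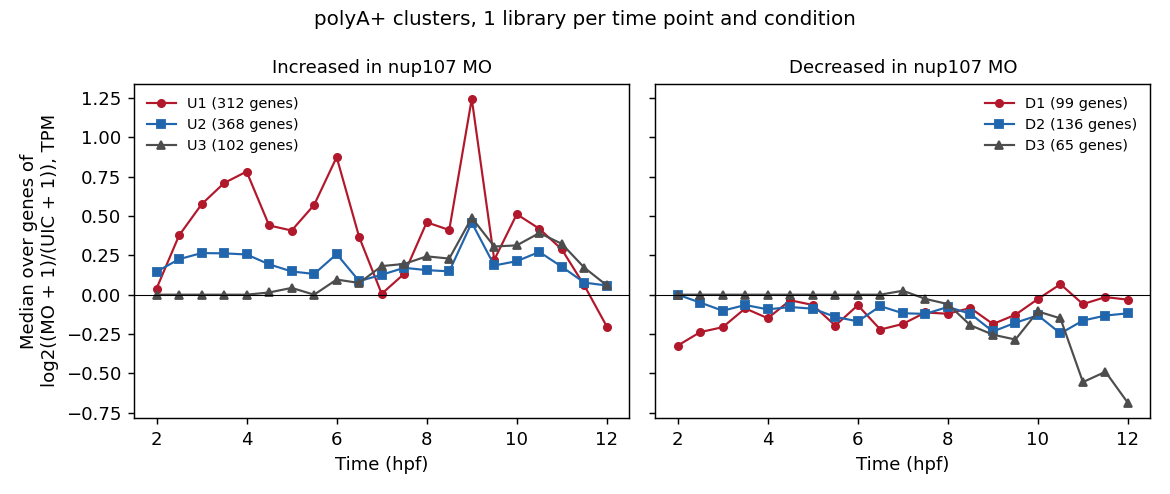
Median over the genes of each cluster of log2((MO + 1)/(UIC + 1)) in TPM (vertical axis) against time in hpf (horizontal axis), for increased clusters (left) and decreased clusters (right). Each point is 1 pair of libraries without replicates, and the spread across genes is not drawn. The U1 median was 0.04 at 2 hpf, 0.78 at 4 hpf, 1.24 at 9 hpf and -0.20 at 12 hpf.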

**Fig. 3.**
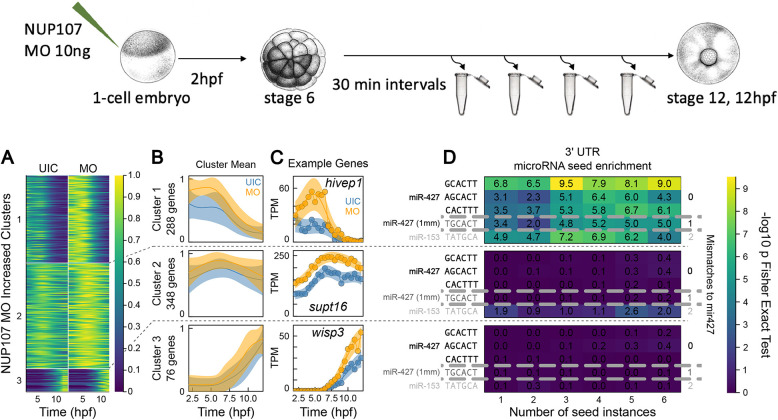
**Depletion of Nup107 alters temporal differential expression of specific genes.** (A,B) Summary of gene clusters with increased expression by heatmap (A) and cluster average (B). Clustered data is maximum normalized Gaussian process median expression for each gene. B provides mean±s.d. for each cluster. Decreased genes and ribozero clusters given in Fig. S7A,B. (C) Gene expression examples for each increased expression cluster for UIC and MO. Data points are gene expression in TPM; central line and shaded region are transformed Gaussian process median and 95% CI, respectively. (D) Enrichment of exact instances of microRNA seeds within 3′ UTRs of genes of each cluster. Color gives Fisher’s exact test −log10 *P*-value between the given number of instances and a gene being present in a cluster. Seeds organized by number of mismatches to miR427 sequences; see Materials and Methods for details. Schematic at top shows illustrates the experimental workflow. MO, *nup107* MO; UIC, uninjected control.

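On the maximum-normalized scale, the mean difference between the *nup107* MO and UIC curves of U1 was largest at 4 hpf, at 0.334 ± 0.191 (SD across 312 genes). In U2 it was largest at 9 hpf (0.145 ± 0.120, 368 genes) and in U3 at 10 hpf (0.253 ± 0.204, 102 genes). These SDs are across genes, which are not replicates.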

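*hivep1*, the example of U1, had an LR of 15.3. Its mean at 2 to 5 hpf was 19.2 ± 5.66 TPM in UIC and 43.1 ± 8.57 TPM in *nup107* MO (SD, 7 time points), and it was higher in *nup107* MO at 7 of 7 time points of this window. At 7 hpf the values were 19.5 TPM in UIC and 17.8 TPM in *nup107* MO, after 19.5 and 56.0 TPM at 6.5 hpf. *supt16h*, in U2, had means of 109 ± 22.3 TPM and 166 ± 27.6 TPM at 2 to 5 hpf. *wisp3*, in U3 with an LR of 15.2, had means of 0.0686 TPM in UIC and 0.0829 TPM in *nup107* MO at 2 to 5 hpf, and of 20.9 ± 7.26 TPM and 37.2 ± 11.5 TPM at 9 to 12 hpf, when it was higher in *nup107* MO at 7 of 7 time points.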

We focused our attention on Cluster U1 (Fig. 3B,C, top panel) as this showed the earliest and largest divergences in gene expression and was coincident with the elevated expression of Nup107 that we observed by western blot (Fig. 1B). This cluster is composed entirely of maternal transcripts that show elevated expression at 2 h postfertilization (hpf) before widespread zygotic transcription (Owens et al., 2016). 

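At 2 hpf, 179 of 312 U1 genes (57.4%) were higher in *nup107* MO, and 295 of 312 were at 2.5 hpf. The median log2 difference rose from 0.38 at 2.5 hpf to 0.57 at 3 hpf and 0.71 at 3.5 hpf. It fell to 0.44 at 4.5 hpf, was 0.87 at 6 hpf and 0.0054 at 7 hpf. These changes from one time point to the next were shared by U1 genes. The deviations of single libraries from the genes' fitted curves had a mean correlation among U1 genes of 0.470 in UIC and 0.382 in *nup107* MO, while the middle 95% of random lists of similar expression reached 0.0530 and 0.0412. Each U1 gene's deviations in the UIC libraries of 5.5 to 12 hpf were regressed on the mean deviation of the other U1 genes. Genes with steeper slopes had the larger differences at 2 to 5 hpf (Spearman's rho = 0.663 across genes, which are not independent replicates). The scale understates both measures for genes of low expression, which may add to this correlation. At 2 hpf the median difference was 0.15 in U2 and -0.32 in D1. The paper states that U1 diverged earliest and most and that this coincided with elevated Nup107 protein, and therefore turned to this cluster.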

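In the UIC library of 2 hpf, 307 of 312 U1 genes (98.4%) were over 0.4 TPM, 292 were over 1 TPM and 257 were over 5 TPM, with a median of 36.0 TPM. Of the U1 genes, 295 had a higher value in UIC at 2 hpf than at 12 hpf. In U3, 38 of 102 genes were over 0.4 TPM in UIC at 2 hpf, and in D3 20 of 65 were. The value at 2 hpf comes from 1 library.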

When assayed by polyA+ RNA-seq, maternal transcript levels will vary due to polyadenylation changes during early development (Owens et al., 2016; Collart et al., 2014). To distinguish whether the changes in cluster U1 were due to varying control of the polyA-tail or a variation in transcript levels, we repeated our RNA-seq time-course using a ribosomal RNA depletion (ribozero) protocol and differential expression analysis (Fig. S1A-E). Overall, we found excellent agreement between polyA+ and ribozero clusters of differentially expressed genes (Fig. S7A-D). Particularly, cluster U1 was highly concordant between polyA+ and ribozero sequencing (228/288 U1 polyA+ genes also in cluster U1 ribozero), demonstrating that the increases observed in U1 are due to changes in transcript levels rather than control of the polyA-tail.

The elevated transcript levels in cluster U1 appear at first surprising, as they occur before widespread zygotic transcription. They may result from failure to clear maternal transcripts, which can disrupt the maternal-zygotic transition leading to multiple developmental abnormalities, including germ layer mispatterning and gastrulation failure (Liu et al., 2020). There are multiple factors and mechanisms involved in clearing of maternal transcripts including AU-rich elements (ARE) (Voeltz and Steitz, 1998), EDEN and EDEN-specific RNA-binding protein (Paillard et al., 1998), miR430/miR427 (Lund et al., 2009), and the recognition of m^6^A modification by m^6^A reader protein YTHDF2 (Zhao et al., 2017). Among the mechanisms that clear maternal RNAs, *miR427* (the *Xenopus* ortholog of *miR430* in zebrafish) plays a prominent role in promoting the degradation of maternal transcripts in zebrafish and frog (Giraldez et al., 2006; Lund et al., 2009). To evaluate this possibility, we calculated the enrichment of all recognition motifs for ARE, EDEN, and YTHDF2 along with all microRNA seed sequences from miRbase (Kozomara et al., 2019) within the 3′ untranslated regions (UTRs) of genes in each cluster. We found that exclusively early activated clusters U1 and U2 were enriched in multiple microRNA seed sequences, whether evaluated by polyA+ or ribozero sequencing (Fig. S7E,F). Moreover, we found that among all miRbase seed sequences found in the 3′ UTR of genes in any cluster, sequences matching *miR427* were most strongly over-represented (Fig. S7E). When we examined the enrichment of multiple instances of miRbase sequences in any 3′ UTR of a single transcript, we found that the enrichment was exclusively for *miR427*, showing maximal enrichment at ≥6 seeds per UTR with both canonical and offset 6-mer sequences (Fig. 3D).

Given the enrichment of *miR427* seed sequences in Cluster U1, we visualized *miR427* by northern blot. We detected lower levels of *miR427* in Nup107-depleted embryos as compared to uninjected controls (UICs) and embryos injected with a control MO (Fig. 4A). To determine the specificity of our probe, we used two positive controls. We overexpressed the mature *miR427* by injecting the *miRNA* duplex (*miR427* OE). We also injected a modified *miR427* duplex with a 5′ phosphate moiety (*miR427* OE-P), which facilitates its RNA degradation activity and miRISC loading (Salzman et al., 2016; Medley et al., 2021). On northern blot, we detected an increased signal for *mir427* in embryos injected with these positive controls, indicating that our probe is specifically detecting *miR427* (Fig. 4A). We also used qRT-PCR to quantify *miR427* levels, which detected lower levels of *miR427* in Nup107-depleted embryos compared to control embryos (Fig. 4B). Embryos injected with either the *miR427* duplex or the phosphate modified duplex had an increase in qRT-PCR signal, again reflecting the specificity of our assay.

**Fig. 4.**
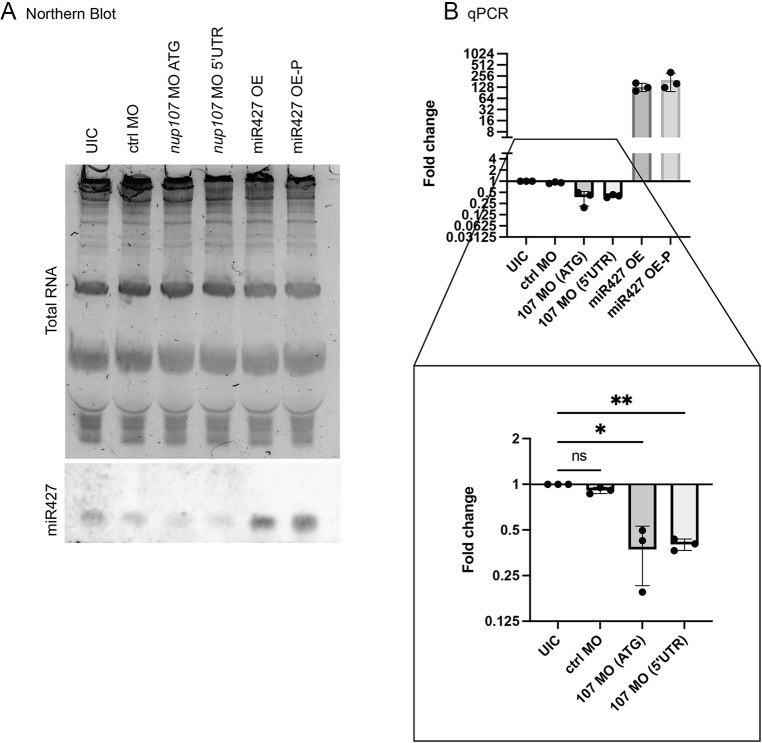
**miR427 expression levels at stage 8.** (A) Northern blot showing relative levels of miR427 in comparison to total RNA amounts; miR427 OE and miR427 OE-P are positive overexpression controls. (B) qPCR quantification of *miR427* expression levels using LNA probes for *miR427* and *u6* (small RNA standardization control). Three biological replicates were used for all experiments. All data represent results from experiments replicated at least three times in the laboratory. Statistical significance was determined using two-way ANOVA analysis. *P<0.05, **P<0.01. ns, not significant. Data are mean±s.d.

Our results indicate that Nup107 depletion leads to a loss of *miR427*, which is essential for the clearance of maternal RNAs once zygotic transcription starts. Therefore, we predicted that exogenous administration of *miR427* should rescue the Nup107 depletion phenotype. To assay the Nup107 depletion phenotype, we evaluated the expression of ectodermal (*ectodermin* and *foxi1a*) and mesodermal (*xbra*) markers. Depletion of Nup107 leads to an increased expression of the ectodermal markers *ectodermin* and *foxi1a* (83% and 85% of embryos, respectively, compared to 9% and 7% in controls, respectively) (Fig. 5). However, injection of the duplex *miR427* caused a reduction in ectodermal marker expression (60% and 41% of embryos showing decreased *ectodermin* and *foxi1a* signals, respectively, compared to 3% in controls) (Fig. 5). Moreover, while we detected reduced expression of *xbra* in 88% of Nup107-depleted embryos (compared to 4% in controls), this phenotype was rescued by the overexpression of *miR427*, with only 15% of Nup107*-*depleted embryos showing reduced expression (Fig. 5). Therefore, addition of exogenous *miR427* rescued ectodermal and mesodermal patterning seen under conditions of Nup107 depletion. Additionally, we investigated whether the overexpression of *miR427* had an impact on events later in embryonic development by examining the expression of *pitx2c* (*pitx2*), a marker of left-right (LR) patterning. While 28% of Nup107*-*depleted embryos had abnormal *pitx2c* expression, concurrent overexpression of *miR427* reduced the occurrence of abnormal *pitx2c* to 11% of embryos (Fig. S8). This suggests that, in addition to its crucial role in maternal RNA clearance during early development, abnormal levels of *miR427* affect multiple downstream events, including LR patterning. Next, we sought to identify direct targets, as none of these marker gene transcripts (*ectodermin*, *foxi1a* or *xbra*) has *miR427* target sequences in their UTRs.

**Fig. 5.**
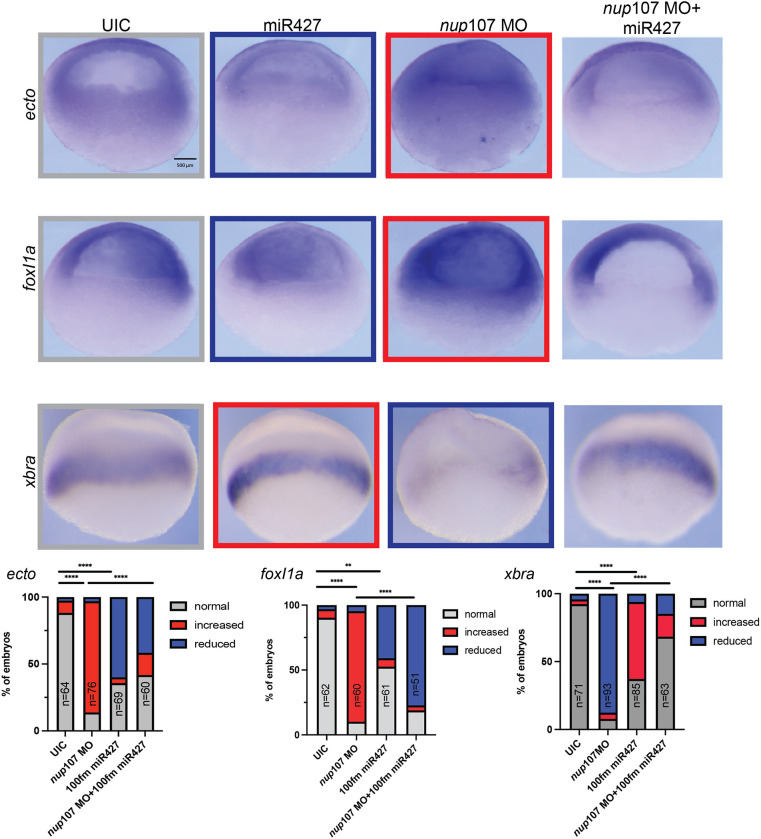
**miR427 overexpression rescues germ layer expression patterns associated with *nup107* depletion.** Increased ectodermal marker (*ectodermin* and *foxi1a*) expression due to Nup107 depletion (*nup107* MO) was rescued by *miR427* overexpression (*nup107* MO+miR427). The overexpression of *miR427* also rescued the reduced mesodermal signal (*xbra*) in Nup107-depleted embryos. Three biological replicates were used for all experiments. All data represent results from experiments replicated at least three times in the laboratory. Statistical significance was determined using two-way ANOVA analysis. **P<0.01, ****P<0.0001. ns, not significant. Scale bar: 500 μm.

We previously showed that U1 is enriched for transcripts with *miR427* sites (Fig. 3D). We hypothesized that transcription factor transcripts stabilized by Nup107 loss may be responsible for activating genes dysregulated in other downstream clusters. 

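*arid4b*, *bbx*, *hivep1*, *mga*, *rest*, *znf462* and *znf518a* were each increased in *nup107* MO and fell into U1, 7 of the 7 factors examined. The paper took these factors from its own U1 cluster of the same libraries, so this is no independent evidence. The lowest LR was that of *bbx*, at 1.13, so that *bbx* would not be called at an LR over 3, and the highest was that of *hivep1*. As U1 genes they share the jumps between neighbouring libraries described for that cluster.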

Consistent with this idea, there were seven transcription factors in Cluster U1 for which we could identify their cognate binding motifs (see Materials and Methods). We assessed their enrichment in the promoters of genes within each of the three increased and three decreased clusters (Fig. S7G). Notably, we found *hivep1* motifs enriched in zygotic response promoters in U3 and D3, whereas *rest*, *arid4b*, and *znf518a* motifs were enriched across the promoters of all differentially expressed genes (Fig. S7G).

*Rest* emerged as an interesting candidate as it regulates ectodermal fates by defining the transition into neural cell fates instead of epidermal cell lineages. *Rest* plays a role in neuronal differentiation in zebrafish, frog and mouse embryonic stem cells (Wang et al., 2012b; Singh et al., 2008; Gupta et al., 2009; Olguin et al., 2006). In *Xenopus*, decreased *rest* expression leads to defects in the development of neural tube, cranial ganglia and eyes (Olguin et al., 2006). However, while *rest* appears to affect neuronal differentiation, a role in ectodermal germ layer patterning has not been defined.

*Rest* has two seeds that perfectly match the *miR427* consensus within its 3′ UTR, including an extended 8 nt reverse complement pairing AGCACTTT. Therefore, it has the potential to be directly targeted by *miR427*. We overexpressed mature *miR427* in wild-type embryos and detected a reduction in *rest* expression by whole-mount *in situ* hybridization (Fig. 6A). Additionally, we observed an upregulation of *rest* expression in embryos injected with *nup107* MO, which was consistent with the results from the RNA-seq experiment. Moreover, if we then expressed *miR427* in Nup107-depleted embryos, we could rescue *rest* mRNA expression. These findings supported the idea that *rest* could be a direct target of *miR427*.

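In the polyA+ libraries, *rest* had an LR of 12.1, rank 78 among increased genes. Its mean at 2 to 5 hpf was 38.1 ± 12.3 TPM in UIC and 65.6 ± 4.97 TPM in *nup107* MO (SD, 7 time points), with a mean log2 difference of 0.82 ± 0.46. The difference was -0.01 at 2 hpf and 1.39 at 4 hpf. Over 2 to 12 hpf the mean was 0.73, with *rest* higher in *nup107* MO at 18 of 21 time points. The two-sided sign-flip permutation test gave p = 3e-05 over the 21 pairs (adjusted p = 0.00012 over 32 named genes), without allowance for the dependence between time points or for the paper's choice of *rest* from U1. With each time point of 2 to 5 hpf left out in turn, the mean of that window stayed between 0.73 and 0.96. These values are from whole embryos and carry no information on where *rest* was expressed.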

**Fig. 6.**
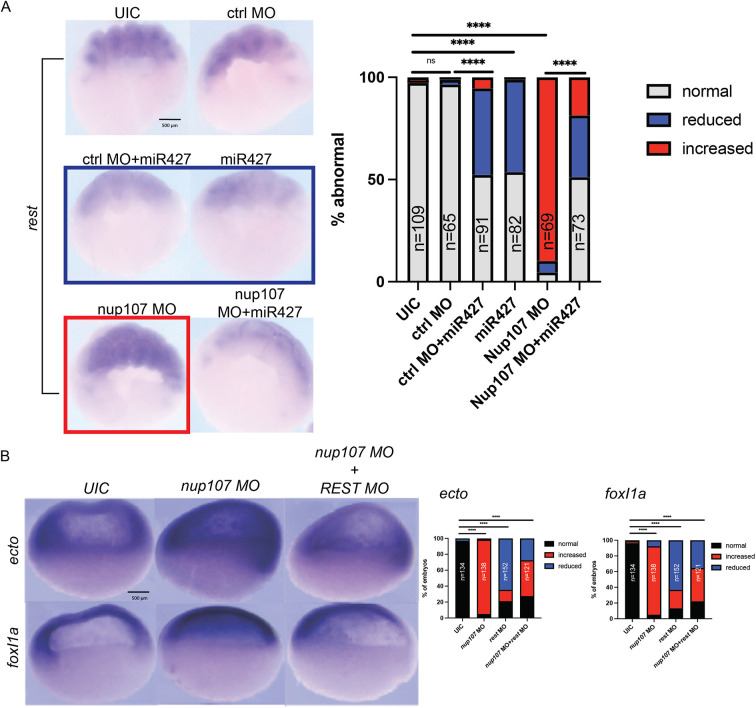
***rest* is a potential target of miR427 and a regulator of ectodermal patterning.** (A) Whole-mount *in situ* embryos at stage 8 demonstrating the effect of Nup107 depletion and *miR427* overexpression on the changes in *rest* expression patterns. (B) Whole-mount *in situ* embryos at stage 10 demonstrating ectodermal marker (*ectodermin* and *foxi1a*) expression changes in Nup107*-* and Rest*-*depleted embryos. Three biological replicates were used for all experiments. All data represent results from experiments replicated at least three times in the laboratory. Statistical significance was determined using two-way ANOVA analysis. ****P<0.0001. ns, not significant. Scale bars: 500 μm.

Next, we examined whether *rest* played a role in early embryonic patterning of the ectodermal tissue. We performed whole-mount *in situ* hybridization in stage 10 embryos to detect the expression of two ectodermal markers, *ectodermin* and *foxi1a.* Consistent with our previous results, the depletion of Nup107 resulted in the upregulation of the expression of both ectodermal markers (Fig. 6B). However, depletion of *rest* in Nup107-depleted embryos rescued this phenotype. These results suggest that, besides neuronal patterning, *rest* could also contribute to ectodermal specification during germ layer differentiation.

Our results thus far suggest that depletion of Nup107 leads to a reduction in *miR427* levels, perdurance of *rest* as well as other maternal transcripts, and expansion of ectodermal fates and reduction of mesendodermal fates that dramatically alter gastrulation. We next returned to the question of why *miR427* levels were reduced in Nup107-depleted embryos. Following transcription from a locus spanning ∼100 kb in the *Xenopus tropicalis* v.9.1 genome, the primary miRNA transcript (pri-miRNA) undergoes cleavage in the nucleus into a 64 nt precursor miRNA (pre-miRNA) by the Drosha complex (Ha and Kim, 2014). The 64 nt precursor is then exported into the cytoplasm by exportin 5 (Yi et al., 2003) where it is cleaved by DICER into the mature 22 nt miRNA that can be loaded onto the RISC complex to execute target RNA degradation (Wang et al., 2011; Ha and Kim, 2014). As we detected lower levels of mature *miR427* in Nup107-depleted embryos (Fig. 4), we examined earlier steps in miRNA processing starting with the primary miRNA transcript (*pri-miR427*). Unexpectedly, in our RNA-seq ribozero timecourse, we saw no difference in the expression levels of *pri-miR427* when comparing Nup107-depleted embryos and controls (Fig. S9A,B). Therefore, the transcription of *pri-miR427* seemed to be intact. We next considered that aberrant processing of *miR427* could explain the reduction in the mature *miR427* in Nup107-depleted embryos. We assessed whether the mature *miR427* was captured in our ribozero depleted RNA-seq. We found that small fragments were very poorly captured by this protocol. There were 58,557 fragments of 22 bp out of 738 million total sequenced fragments (0.008%), of which we found two 22 bp fragments that could be assigned to *miR427*, thus we did not capture mature microRNA sequences in the ribozero sequencing (Fig. S9C).

As pri-miRNA cleavage steps take place both in the nucleus and the cytoplasm, we first checked the nuclear localization of *pri-miR427*. *Pri-miR427* is one of the most abundantly transcribed RNAs in the early embryo, and we detected nuclear localization of the transcript by whole-mount *in situ* hybridization (Fig. 7A) (Owens et al., 2016). Importantly, this probe was designed against the 596 bp sequence found in the long primary transcript and does not recognize the shorter 64 bp pre-miRNA or 22 bp miRNA products (Fig. 7A). Examining the expression of the *pri-miR427*, we readily detected a punctate pattern in control embryos evocative of nuclear localization of the transcript (Fig. 7A). However, in Nup107-depleted embryos, the signal was more diffuse and did not accumulate in any obvious structure. To better resolve the localization of *pri-miR427*, we performed RNAScope (Wang et al., 2012a) *in situ* hybridization (Fig. 7B). In control embryos at Stage 8, *pri-miR427* transcripts were primarily detected in the nucleus, which was co-stained with DAPI. Strikingly, in Nup107-depleted embryos, the *pri-miR427* signal failed to accumulate in the nucleus and was instead distributed throughout the cell. We confirmed the specificity of this signal with a sense control probe. Importantly, the redistribution of *pri-miR427* was specific for this transcript, as *odc1* localization was not impacted by Nup107 depletion. Additionally, to test whether this was specific to *miR427*, we examined the subcellular localization of other transcripts in Nup107-depleted embryos. Following nuclear-cytoplasmic fractionation and RNA extraction, we quantified the levels of *odc1* and *u6*, known cytoplasmic and nuclear transcripts, respectively (Lange and Gerbi, 2000; Dhorne-Pollet et al., 2013). In both control and Nup107*-*depleted embryos, there were comparable levels of *odc1* and *u6* in the cytoplasmic and nuclear fractions only, respectively (Fig. S9D). In either Nup107-depleted embryos or controls, *odc1* was not detected in the nuclear fraction, nor did we find *u6* expression in the cytoplasm. This result supported the notion that Nup107 depletion has a specific effect on *pri-miR427* localization. Therefore, the sum of our data suggests that Nup107 is required to specifically retain *pri-miR427* in the nucleus.

**Fig. 7.**
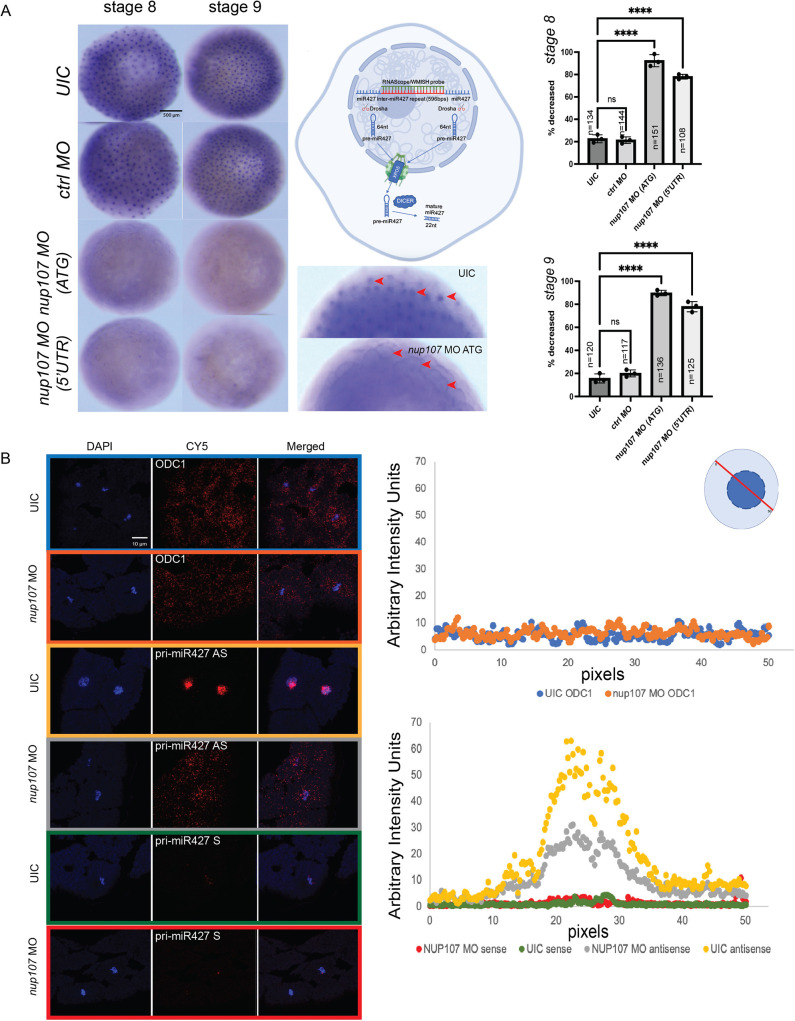
**The expression and subcellular localization of *pri-miR427*.** (A) Whole-mount *in situ* hybridization demonstrating the expression domain of *pri-miR427*. Higher magnification images at lower right reveal nuclear staining (red arrowheads). Cell diagram was created in BioRender by Kostiuk, V., 2025. https://BioRender.com/x94m509. This diagram was sublicensed under CC-BY 4.0 terms, and subsequently annotated. (B) (Left) Using RNAScope, subcellular localization of the *pri-miR427* (AS, antisense; S, sense) and *odc1* transcript (a housekeeping gene control). (Right) Signal quantification of *odc1* (top) and *pri-miR427* (bottom). The following number of embryos were used for this experiment: sense *pri-miR427* probe: 16 Nup107-depleted embryos and 20 control embryos; antisense *pri-miR427* probe: 20 Nup107-depleted embryos and 18 control embryos; antisense *odc1* probe: 19 Nup107-depleted embryos and 17 control embryos. The confidence intervals for measurements were: sense *pri-miR427* probe: *nup107* MO sample 1.3±0.6 (0.7-1.8), UIC sample 0.9±0.4 (0.6-1.3); antisense *pri-miR427* probe: *nup107* MO sample 10.3±3.4 (6.9-13.8), UIC sample 18.8±7.4 (11.4-26.2); antisense *odc1* probe: UIC sample 5.7±0.8 (4.9-6.5), *nup107* MO sample 6.3±0.8 (5.5-7.0). Three biological replicates were used for all experiments. All data represent results from experiments replicated at least three times in the laboratory. Statistical significance was determined using two-way ANOVA analysis. *P*<0.05 was considered statistically significant. ****P<0.0001. ns, not significant. Scale bars: 500 μm (A); 10 μm (B).

## DISCUSSION

Our results expand an understanding of how differential and stage-specific expression of certain nups contributes to vertebrate development. Specifically, we detected a high level of Nup107 expression in pre-gastrula embryos in contrast to the ubiquitous expression of Nup62. Nup107 expression was also different than Nup188, which appeared in waves during the stages associated with ciliogenesis. A major challenge for the field is to decipher the functional significance of these unique patterns of nup expression in embryos and adult tissues and to translate this information to potential changes to NPCs themselves.

A key step in embryonic development is the maternal-zygotic transition, which requires the clearance of maternal transcripts and the activation of the zygotic genome. Based on the RNA-seq data, Nup107 is essential for the first step of this process: maternal transcript clearance. Specifically, our data support a model where Nup107 plays an important role in retaining *pri-miR427* in the nucleus, where it undergoes processing. *Pri-miR427* is zygotically expressed at high levels to help clear many maternal RNAs. To produce mature *miR427*, the *pri-miR427* must be processed in the nucleus by Drosha before nuclear export, as cytoplasmic Dicer is unable to process the *pri-miR427* (Ha and Kim, 2014). Therefore, the premature export of the *pri-miR427* leads to a loss of mature *miR427*, which fails to clear maternal mRNAs including *rest*, and leads to the upregulation of ectodermal cell fates at the expense of mesendodermal fates. We speculate that the loss of Nup107 from the NPC may impact the integrity of the NPC diffusion barrier established by FG-containing nups and might allow *pri-miR427* to diffuse out from the nucleus before processing.

A recent zebrafish study implicated another Y-complex protein and Nup107 binding partner, Nup133, in the maternal-to-zygotic transition (Shen et al., 2022). In contrast to Nup107 depletion in our study, loss of Nup133 affected the second step, zygotic genome activation. Therefore, it is possible that these studies describe complementary findings in which NPC composition could play a role first in maternal transcript clearance and later in zygotic genome activation. Regardless, the disruption of Y-complex components has a major impact on these key developmental events.

Our data suggest that abnormal nup expression leads to failure of proper *miR427* processing, with subsequent defects in germ layer differentiation. In fact, the Nup107 depletion phenotype, including germ layer specification and dorsal Organizer patterning, is identical to the targeted depletion of *miR427* described in *Xenopus laevis* and human embryonic stem cells (ESCs) (Rosa et al., 2009). Similar to our results, miR302, a human ortholog of frog *miR427*, promotes the mesendodermal lineage specification at the expense of neuroectoderm formation. Additionally, the depletion of *miR427* in *X. laevis* led to the disruption of Organizer formation and severe defects in dorsal mesodermal patterning. While these phenotypes in human ESCs and frog embryos align with our findings, we introduce a role for Nup107 in ensuring the proper localization of *pri-miR427*, which is crucial for its proper processing and function. A different study showed that the genetic deletion of the miR430 cluster in zebrafish resulted in phenotypes that are similar to our results in Nup107-depletion experiments (Liu et al., 2020). Specifically, the deletion of the miR430 cluster resulted in reduced expression of endodermal and mesodermal markers, including the dorsal mesoderm, and increased the expression of ventral mesodermal markers. Therefore, the similar phenotype amongst these studies supports the notion that Nup107 regulates the function of *miR427* in germ layer patterning.

Our study, as well as the recent zebrafish study focusing on Nup133, poses an important question – could the oocyte or early cleavage embryo have a structurally different NPC? The zebrafish study suggests that immature NPCs prevent the premature nuclear entry of maternal transcription factors and act as a timer for zygotic genome activation (Shen et al., 2022). Our study suggests that Nup107 is expressed early in development in order to retain *pri-miR427* in the nucleus, perhaps through a similar mechanism. Although the molecular composition and structure of the NPC is understood in the *Xenopus* oocyte (Zhu et al., 2022; Fontana et al., 2022; Zhang et al., 2020; Sellés et al., 2017), the implication is that either there are more copies of Nup107 in immature NPCs, or, that mature NPCs contain fewer copies of Nup107. It is also possible that the higher levels of Nup107 reflect a yet-to-be-defined role for Nup107 in a pool outside of NPCs, suggesting potential topics for future work.

Finally, the inspiration for our work came from the notion that mutations in NUP107, a crucial cellular protein, were identified in individuals with tissue-specific malformations. Through the process of patient-driven gene discovery, we identified a unique expression pattern of Nup107 in a vertebrate embryo with preferential mRNA and protein expression before the onset of gastrulation. We also demonstrated that the depletion of Nup107 disrupts the localization of *miR427*, leading to abnormal maternal transcript clearance. Moreover, Nup107-depleted embryos develop multiple downstream defects including abnormal germ layer patterning. Therefore, the distinct expression of Nup107 is crucial for its function in early development and encourages continued investigation of nups in development as a fruitful endeavor.

## MATERIALS AND METHODS

### *Xenopus* husbandry

*X. tropicalis* were raised, housed, and cared for according to established protocols that were approved by Yale Institutional Animal Care and Use Committee (IACUC). All animals used in this study were from the N (Nigerian) strain. To obtain embryos, we induced ovulation, performed *in vitro* fertilization, and raised embryos in 1/9× MR as previously described (del Viso and Khokha, 2012). Stages were determined using the Nieuwkoop and Faber standard table (Faber and Nieuwkoop, 1994).

### *Xenopus* embryonic injections and manipulations

Following standard protocols, we performed microinjections using *X. tropicalis* one-cell-stage fertilized embryos (Khokha et al., 2002). To deplete Nup107, CRISPR sgRNAs were designed using CRISPRSCAN with the v9.0 gene models of the *X. tropicalis* genome (Moreno-Mateos et al., 2015). The following sgRNA seeds were used to target the *nup107* locus: CR1 targeting *nup107* exon 3 (5′-GGTACAGACTCCTGGGCGTT-3′), CR2 targeting exon 12 (5′-GGCCTGGAGAGCAGCTACAT-3′), and CR3 targeting exon 23 (5′-GGACAGTGCTCTGCCAGCTG-3′). Then 2 nl of an injection mix consisting of 400 pg of sgRNA, 1.2 ng of Cas9 protein and Alexa-488 fluorescent tracer was incubated at 37°C for 10-15 min and injected into the one-cell embryo using a glass microneedle, as previously described (Khokha et al., 2002). Translation-blocking MOs were obtained from GeneTools LLC to deplete the following genes: *nup107* ATG blocking (10 ng/embryo, 5′-TACCGGCGAAAGCATATCCATGCTG-3′), *nup107* 5′ UTR blocking (10 ng/embryo, 5′-ATCAGAGAACTCGATTGGCTGGAT-3′), *rest* ATG blocking (10 ng/embryo, 5′-GGCCATGTTTATAACTTTTCAGGGA-3′), *nup133* ATG blocking (5 ng/embryo, 5′-CCGCTGTGTCGGGATAGTTTGAAAA-3′), *nup160* ATG blocking (10 ng/embryo, 5′-GCCATGTTTCATACTGGCAA-3′). A control morpholino targeting a human β-globin intron mutation that causes beta-thalassemia was obtained from GeneTools (5′-CCTCTTACCTCAGTTACAATTTATA-3′) and injected at 10 ng/embryo. A Human *NUP107* cDNA was obtained from DNASU Plasmid Repository (clone HsCD00860375 in pDONR221) and subcloned into the pCS2+ expression vector. To generate a full-length capped mRNA, plasmids were linearized using NotI and *in vitro* transcribed using the mMessage mMachine Sp6 Transcription Kit (Ambion) according to the manufacturer's protocol. Overexpression and rescue experiments were performed by injecting human *NUP107* mRNA (200-800 pg) into one-cell embryos with an mCherry mRNA fluorescent tracer. Protein expression of human *NUP107* mRNA was verified using western blot. We overexpressed miR427 by injecting one-cell *X. tropicalis* embryos with miRNA duplexes (5′-aaagugcuuucuguuuugggcg-3′) (100 fmol and 50 fmol) obtained from Integrated DNA Technologies.

### Genotyping

To confirm CRISPR-Cas9 cutting efficiency, we genotyped embryos using PCR amplification of the target site followed by ICE analysis (Conant et al., 2022). Genomic DNA was extracted from at least ten CRISPR-Cas9-injected embryos 72 hpf. The DNA locus containing the Cas9 cut site was amplified with Phusion High-Fidelity DNA Polymerase (New England Biolabs) using the following conditions: 98°C for 2 min, followed by 36 cycles at 98°C for 10 s, 62°C for 30 s and 72°C for 60 s. Final extension was at 72°C for 10 min. The length of PCR products was confirmed using gel electrophoresis. PCR products were purified with the PCR & DNA Cleanup Kit (Monarch) and sequenced with one of the PCR amplification primers. Insertion-deletion (indel) percentages and knockout scores were determined for all three sgRNAs using ICE analysis. The following primers were used for genotyping:

CR1-F 5′-GCTCGTGTTACAGAAGCACAAGCAG-3′; CR1-R 5′-CGCATCGGCTTGTTCATCCAATGG-3′; CR2-F 5′-GACTTAAGGTATGGAGACCCCATACCC-3′; CR2-R 5′-GGAGGATGATCAGACAGTTCGCC-3′; CR3-F 5′-GATCCTGCTCAGAGGGCGGAAG-3′; CR3-R 5′-GACATGGGAAGGCAGAACTGGGC-3′.

### Whole-mount *in situ* hybridization

Whole-mount *in situ* hybridization was carried out as previously described (Khokha et al., 2002). Briefly, embryos were collected at appropriate stages and fixed in 1× MEMFA with 4% formaldehyde overnight at 4°C, washed in PBS with 0.1% Tween 20 (PBST) and gradually dehydrated to 100% ethanol. Following rehydration, embryos were hybridized for at least 16 h at 65°C with digoxigenin-labeled antisense RNA probes. Sense and antisense probes were generated using Sp6 and T7, respectively, with the HiScribe High Yield RNA Synthesis Kit (E2070S and E2050S) from New England Biolabs according to the manufacturer's instructions. Plasmids used for probe synthesis are shown in Table S1.

After probe hybridization, embryos were washed, blocked and then incubated with anti-DIG-Fab fragments (Roche) for 4 h at room temperature. mRNA expression was detected using BM purple (Sigma-Aldrich). To stop the colorimetric reaction, embryos were fixed in 4% paraformaldehyde with 0.1% glutaraldehyde in 1× SSC. Embryos were then bleached until pigment was eliminated. Images were taken using a Canon EOS camera (DS126201) mounted on a Zeiss Discovery V8 stereomicroscope. To score embryos, we defined the signal detected in the majority of the control embryos as the normal signal and scored all embryos compared to this baseline. A representative image of the control embryo is shown in each figure.

### Western blot

Proteins were extracted from whole-cell extracts derived from embryos using RIPA buffer supplemented with Halt protease and phosphatase inhibitors (Thermo Fisher Scientific, 78440). Protein concentrations were determined using a Bradford reagent (Bio-Rad, 5000201) and bovine serum albumin standards. Then, 4-12% NuPAGE Bis-Tris Bolt gels were used to separate proteins, which were transferred to nitrocellulose and blocked in 5% milk solution in Tris-buffered saline with 0.1% Tween 20 (TBST). The primary antibodies (Table S2) were used followed by HRP-conjugated secondary antibodies. Antibody labeling was visualized by HRP-generated ECL using Thermo Fisher Scientific Pierce ECL Western Blotting Substrate and an Azure 200 gel imager (Azure Biosystems).

### Northern blot

Total RNA was extracted from embryos using Trizol (Thermo Fisher Scientific, 15596026). We loaded 10 µg of RNA on to a 6% polyacrylamide gel. Total RNA loading levels were detected by staining the polyacrylamide gel with 0.5 µg/ml of ethidium bromide as previously described (Nicoli et al., 2012). By blotting overnight at 4°C, the RNA was transferred to the AM10102 BrightStar™-Plus Positively Charged Nylon Membrane, which was then crosslinked using a Stratalinker (SS-UV1800). Pre-hybridization was carried out using ULTRAhyb Oligo Buffer (Ambion, AM8663) at 42°C for 30 min. Biotin-labeled DNA probes complementary to the RNA sequences of interest were diluted 1:1000 in the ULTRAhyb Oligo Buffer to perform the hybridization step overnight at 42°C. The following oligo was used to probe for miR427: 5′-ACGCCCAAAACAGGAAGCACTTT-3′ (Yamaguchi et al., 2014). Washes were carried out at 42°C using a wash buffer containing 2× SSC and 0.01% SDS. Signal development and detection were performed using the Chemiluminescent Nucleic Acid Detection Module Kit according to the manufacturer's instructions (Thermo Fisher Scientific, 89880). Images were obtained using the Azure 200 gel imager (Azure Biosystems).

### Nuclear and cytoplasmic RNA extraction

Subcellular fractionation to isolate nuclear and cytoplasmic fractions was performed following a previously published protocol (Sondalle et al., 2019; Chamousset et al., 2010). Briefly, embryos were washed and resuspended in ice-cold 1× PBS before centrifuging at 4°C at 220 ***g*** for 5 min. After removing supernatant, cells were placed on ice and resuspended in ice-cold 1× PBS. The cellular suspension was spun at 220 ***g*** at 4°C for 5 min. Cells were then resuspended in 5 ml of Nuclei Harvesting Buffer containing N-ethylmaleimide and EDTA-free protease inhibitors and incubated on ice in a cold room for 10 min. Swollen cell suspension was then homogenized using a douncer on ice until most of the cells were burst with intact nuclei. Dounced cells were then centrifuged at 220 ***g*** at 4°C for 5 min. The supernatant containing the cytoplasmic fraction was then removed and processed for RNA extraction using Trizol LS reagent (Thermo Fisher Scientific, 10296010) based on the manufacturer's instructions. The pellet at the bottom containing the nuclei was processed using Trizol reagent (Thermo Fisher Scientific, 15596026) following the manufacturer's protocol.

### qRT-PCR

#### MicroRNA

Total RNA, including miRNA, was isolated from stage 8 embryos using QIAzol Lysis Reagent (QIAGEN, 79306) followed by purification according to the instructions from the miRNeasy kit (QIAGEN, 217084). We used 1 µg of RNA for cDNA synthesis, which was performed using miRCURY LNA RT Kit (QIAGEN, 339340). miRCURY LNA SYBR Green PCR Kit (QIAGEN, 339345) was used to perform the qRT-PCR experiment. LNA probes for *miR427* and *U6* were synthesized according to the miRCURY LNA miRNA Custom Probe Assay and were ordered from QIAGEN. Overexpression of *miR427* served as a positive control. Quantifications were performed using the delta-delta Ct method (Livak and Schmittgen, 2001).

#### Nuclear and cytoplasmic RNA transcripts

Nuclear and cytoplasmic RNA was purified from stage 8 embryos using Trizol and Trizol LS reagents, respectively (Thermo Fisher Scientific, 15596026 and 10296010). We used 1 µg of RNA for cDNA synthesis using iScript cDNA Synthesis Kit (Bio-Rad, 1708890). QuantiTect SYBR Green PCR Kit (QIAGEN, 204143) was used to perform the qRT-PCR experiment. The following primers were used for amplification: *odc1* (forward 5′-GGAAAGCAACCTTGGCAAGA-3′, reverse 5′-AGGCCACACTGGCAACTCA-3′) (Dhorne-Pollet et al., 2013) and *u6* (forward 5′-GTGCTTGCTTCGGCAGC-3′, reverse 5′-GCTTCACGAATTTGCGTGTC-3′). Quantifications were performed using the delta-delta Ct method (Livak and Schmittgen, 2001).

### RNAScope assay

Stage 8 embryos were collected and fixed in 4% paraformaldehyde in PBS at 4°C overnight. Embryos were washed in 70% RNAse-free ethanol, placed into Epredia HistoGel Specimen Processing Gel (Thermo Fisher Scientific, Epredia HG4000012), and embedded into paraffin to generate 5 μm slices. RNAScope Multiplex Fluorescent Assay (Advanced Cell Diagnostics, 323136) was performed according to the manufacturer's instructions. Three probes were generated by Advanced Cell Diagnostics, a Bio-Techne company: *pri-miR427* antisense (1212691-C1), *pri-miR427* sense (1223871-C1), and ODC1 (1214511-C1). Additionally, both sense and antisense *pri-miR427* probes were designed to target the 596 bp region within the primary miRNA transcript (Chr. 03: 4010201-4010797) that is not present in the pre-miRNA or the mature miRNA. DAPI staining was used to visualize the nucleus. ProLong Gold Antifade reagent was applied to samples (Thermo Fisher Scientific, P10144). Samples were imaged using an LSM 880 Airyscan confocal microscope (Zeiss). Images were analyzed using Fiji software to detect the signal along a straight line traversing the cytoplasm and the nucleus.

### RNA-seq

Synchronized embryos were generated by *in vitro* fertilization as described above. UIC and embryos injected with 10 ng of the ATG *nup107* MO were raised in 1/9× Modified Ringer's solution at 25°C and then ten embryos were collected from each group at 30 min intervals from stage 6 until stage 12. We added 10 µl of an ERCC RNA Spike-In Mix (Thermo Fisher Scientific) to 860 µl of DEPC-treated water and then diluted 1:10 into Trizol. Ten embryos per timepoint and condition (UIC and MO) were homogenized in 100 µl of Trizol+Spike-In mixture. Each sample was frozen using ethanol and dry ice and then stored at −80°C. All samples were processed for RNA extraction at the same time. Following isopropanol precipitation, RNA pellets were resuspended in DEPC-treated water and precipitated with 5 M LiCl at 4°C overnight. This solution was centrifuged at 4°C, and RNA pellets were washed twice with 70% ethanol. Final RNA products were resuspended in DEPC-treated water (2 µl/embryo). Ribosomal RNA depletion was performed using KAPA RNA HyperPrep Kit with RiboErase (HMR) (Roche, KR1351). Then, 150 bp paired end sequencing was performed on an Illumina NovaSeq6000.

### RNA-seq quantification

Stranded paired-end polyA+ and ribozero 150 bp RNA-seq reads were aligned to the Xt9.1 genome combined with ERCC spikes using STAR (Dobin et al., 2013) and quantified as transcripts per million (TPM) for each isoform with RSEM using the RSEM-STAR pipeline, with additional options ‘--seed 1618 --calc-pme --calc-ci --estimate-rspd --paired-end’ (Li and Dewey, 2011). This quantified 34,284 genes, which we filtered to find those with sufficient temporal expression for further analysis. We selected genes that had runs of six consecutive samples with uncorrected TPM>0.4 in each of polyA+ and ribozero timecourses. This resulted 13,917 genes, with which we found excellent coherence between samples and no evidence of outlying samples by both Spearman Correlation and principal components analysis (Fig. S1A,B).

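A run of 6 consecutive time points over 0.4 TPM in UIC or in *nup107* MO was found for 15011 of the 34192 genes in the table, which lists 34284 entries with 92 ERCC spike-ins. With the run required in both conditions, 14461 genes remained. The filter was applied to the polyA+ libraries alone.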

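Over the 15011 genes, libraries at neighbouring time points had a median Spearman correlation of 0.987 in UIC (lowest 0.979) and 0.989 in *nup107* MO (lowest 0.981). The lowest correlation of any pair, 0.625, was between 2 and 12 hpf in UIC. Over the same interval it was 0.640 in *nup107* MO.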

### RNA-seq differential expression analysis

To determine genes that are temporally differentially expressed, we used Gaussian process (GP) regression as we have previously applied (Owens et al., 2016; Sempou et al., 2022). All GP regression was performed with GaussianProcesses.jl (https://github.com/STOR-i/GaussianProcesses.jl; https://arxiv.org/abs/1812.09064). Due to the overdispersed nature of RNA-seq count data, we apply a variance stabilizing transform that puts all genes on the same scale: 
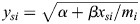
, with *x*_*si*_ the dinucleotide corrected abundance of gene *i* in sample *s*, *m*_*i*_ the maximum *x*_*si*_ over all samples, and *α*=1,  *β*=1000. We then perform exact GP regression (GP prior and a Gaussian likelihood) with Matern52 kernel, we optimize the three associated hyperparameters: 

 the signal variance, *τ* the timescale (using previous terminology, Owens et al., 2016; this parameter is commonly referred to as the lengthscale ℓ), and 

, the sample noise variance. Parameters are selected by optimizing marginal log-likelihood with parameters in log space: log*σ*_*f*_, log*τ*, log*σ*_*n*_, and to ensure physiologically reasonable values for each, we place GP priors, 

 over each of these variables respectively 
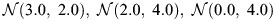
. We optimize the log marginal likelihood by LBFGS followed by an additional Nelder Mead optimization step to help avoid local optima. Finally, we report GP median and 95% confidence intervals through our inverted data transformation:

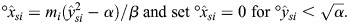
To determine temporal differential expression, we calculate a marginal likelihood ratio for whether we prefer separate GP models for UIC and *nup107* MO or a single GP model for all data combined. If *L*_*U*_ and *L*_*M*_ are the marginal log-likelihoods for UIC and *nup107* MO, respectively, and *L*_*UM*_ is the marginal log-likelihood for a single regression through UIC and *nup107* MO together, then we calculate log-likelihood ratio *LR*=*L*_*U*_+*L*_*M*_−*L*_*UM*_ of evidence in favor of two models (essentially that the UIC and *nup107* MO have different expression trajectories). This resulted in 959 and 705 genes differentially expressed for polyA+ and ribozero, respectively.

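Of the 15011 genes, 1082 (7.21%) were called in the polyA+ libraries. At an LR over 3, 460 increased and 112 decreased genes were called. A second test, limma's paired model on log2(TPM + 1) with the time point as a factor, called 2261 genes at a Benjamini-Hochberg adjusted p under 0.05, 1541 higher and 720 lower in *nup107* MO. It was fitted without allowance for the dependence between time points. Both methods called 707 genes, and the direction was the same for 707 of these.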

### Clustering

To determine sets of differentially expressed genes with similar trajectories, we applied K-means clustering to activated and repressed genes independently. We define a gene as increased if GP median for *nup107* MO exceeds UIC on average, and decreased if it does not. We cluster UIC and *nup107* MO genes by taking GP medians and normalizing by the maximum value experience by UIC or *nup107* MO. We then cluster both trajectories together, employing the k-means function offered by Clustering.jl (https://github.com/JuliaStats/Clustering.jl) with default settings and random seed 1618033. To determine the cluster number, we calculated the silhouette score for increased and decreased clusters for k=2-10. We found that k=3 was the mode of maximized silhouette scores for polyA+ and ribozero sequence for increased and decreased genes.

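In the polyA+ libraries, the mean silhouette score of increased genes was highest at k = 3, at 0.388, and was 0.375 at k = 2. For decreased genes it was highest at k = 2, at 0.426, and was 0.370 at k = 3. Values of k from 2 to 10 were compared.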

### 3′ UTR motif and microRNA seed enrichment

We assessed the enrichment of 3′ UTR motifs EDEN (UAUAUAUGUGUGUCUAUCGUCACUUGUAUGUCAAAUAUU; Paillard et al., 1998); ARE (AUUA; Voeltz and Steitz, 1998) and YTHDF2 (RRACH; Zhao et al., 2017) within clusters of differentially expressed genes. We counted compatible instances within each 3′ UTR for each isoform of EDEN, ARE, and YTHDF2 motifs. We calculate enrichment by the association of at least one copy of a motif in a gene and a gene being present in a given cluster by Fisher’s exact test, reporting right-tail *P*-values. To calculate the enrichment of microRNA seeds, we counted the total number of perfect instances of all *X. tropicalis* microRNA seeds from miRbase (Kozomara et al., 2019) in the 3′ UTRs of each isoform of each gene, allowing us to count the total number of seed instances in 3′ UTR sequences for every gene. To calculate enrichments, we performed Fisher’s exact test to calculate the association between a gene having at least *N* copies of a microRNA seed and being present in a given cluster. We report all microRNA seeds as sequence present in transcriptome sequences, i.e. the reverse complement of the microRNA sequence exchanging U for T.

To identify mismatch or offset matches to the *miR427* sequence, we counted the minimum number of mismatches to an extended seed region corresponding to the first 11 nt *miR427* sequence: GAAAGUGCUUUcuguuuugggcg. In the reverse complement space we calculate the minimal number of mismatches to AAAGCACTTTC.

### Transcription factor motif enrichment in promoters

We identified genes associated with ‘regulation of transcription’ gene ontology terms in cluster U1. This provided a list of 52 genes. Of these, we were able to obtain cognate binding motifs for seven genes from the JASPAR database (Castro-Mondragon et al., 2022) and ISMARA (Balwierz et al., 2014): *arid4b* (motif Arid3b MA0151.1), *bbx* (UN0113.1), *hivep1* (ISMARA), *mga* (MA0801.1), *rest* (MA0138.1), *znf462* (UN0616.1), *znf518A* (UN0199.1). We identified instances of these motifs within the 500 bp upstream of promoters of genes in each cluster. We calculated the maximal motif score (a likelihood ratio between the motif and a background model of A, C, G, T frequencies in the Xt9 genome) over all promoters for a given gene. To identify the potential of these seven transcription factors to drive gene expression in any of the clusters, for each motif we selected the motif score threshold >5 that maximized the association between a gene having an above threshold motif and being present in any cluster by Fisher’s Exact test. For the seven genes, this resulted in motif score thresholds which we report with the maximal matching score (ms) for a motif: *arid3a*: 8.8 (ms: 9.09); *bbx*: 5.77 (ms: 20.16); *hivep1*: 17.42 (ms: 19.46); *mga*: 13.02 (ms: 14.13); *rest*: 10.31 (ms: 32.65); *znf462*: 16.35 (ms: 16.7); *znf518a*: 5.0 (ms: 15.84). We then calculated enrichments for all clusters at the selected score threshold.

### Quantification of *miR427* locus and *miR427* seed sequences in RNA-seq reads

We quantify the ribozero RNA-seq signal at the highly repetitive *miR427* locus as we have previously (Owens et al., 2016). We identify reads that ambiguously align to a ∼100 kb region within Chr. 03:133185000-133320000 in the *X. tropicalis* v9.1 genome assembly, we retain all reads that mapped ambiguously within this locus. We count the total of these reads to quantify *pri-miR427* signal and to generate a heatmap across the locus we increment read piles at all positions a given read aligns, such that for a read that aligns *N* times we increment the pile 1/*N* at all alignment positions within the *miR427* locus. To quantify potential *miR427* mature microRNAs within ribozero RNA-seq, we trimmed paired end reads by aligning read pairs to discover regions of reverse complementarity surrounded by Illumina sequencing adapters using https://github.com/owensnick/SequenceTrimmer.jl to identify fragments shorter than the 150 bp read length. We then counted instances of mature *miR427* sequence GAAAGTGCTTTCTGTTTTGGGCG – we found that short RNAs were very poorly captured: we identified two instances at 22 bp, two at 23 bp and four at 24 bp across 738 million sequenced fragments.

### Statistical analysis

Three biological replicates were used for all experiments, and statistical significance was determined using two-way ANOVA analysis. *P*<0.05 was considered statistically significant. All statistical analyses and graphs were generated using Prism software (version 9). Models were created using BioRender.com.

## Supplementary Material

10.1242/develop.202865_sup1 Supplementary information

# Supplementary material for: Nup107 contributes to the maternal-to-zygotic transition by preventing the premature nuclear export of pri-miR427
**Source:** Development. 2025 Feb 4;152(2):dev202865. doi: 10.1242/dev.202865
**Supplement:** Supplementary information

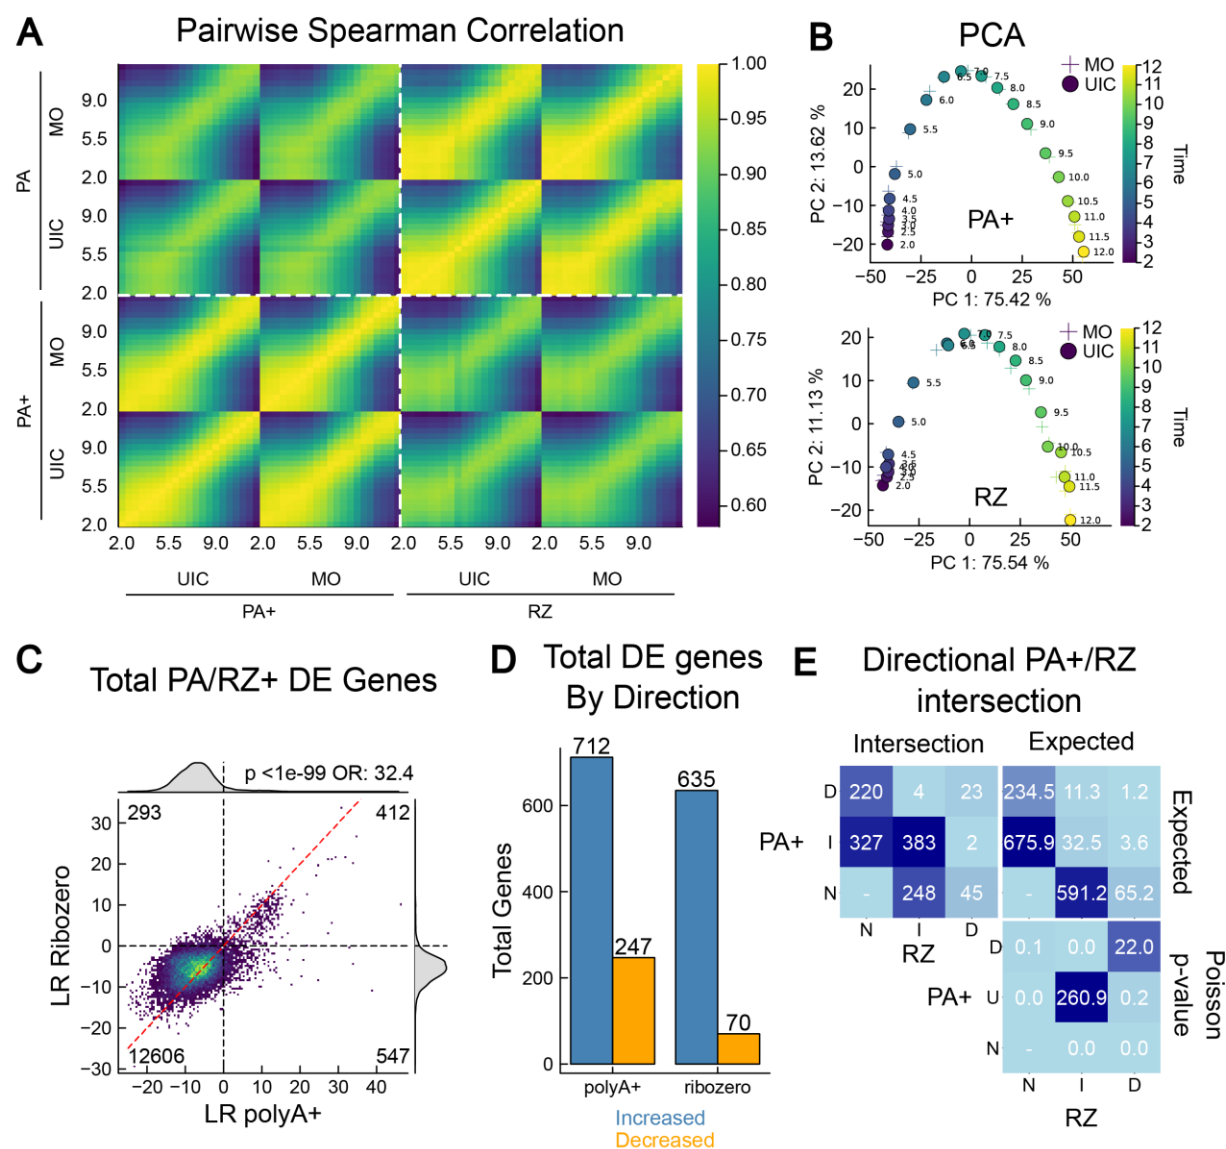

**Fig. S1. Summary of quality and differential expression of polyA+ and ribozero RNA-seq timecourses.**

**A)** Pairwise spearman correlation between all genes satisfying the non-zero run condition given in methods in both polyA+ (PA+) and ribozero (RZ) sequencing, color gives spearman correlation coefficient.

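UIC and *nup107* MO libraries of the same time point had Spearman correlations from 0.980 to 0.994, with a median of 0.989, over the genes that passed the filter in the polyA+ libraries. The lowest was at 9 hpf.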

- B)** Principal components analysis (PCA) of all log TPM gene expression for all genes satisfying non-zero run condition, color gives time of sample, UIC = uninjected control, MO = *nup107* MO. 

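In the PCA of log2(TPM + 1) over the 42 polyA+ libraries, PC1 held 76.2% of the variance, PC2 12.6% and PC3 2.96%.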

Top gives PolyA+ and bottom gives ribozero.
- C)** Two-dimensional histogram, showing distribution of Gaussian process log-likelihood ratio (LR) scores for polyA+ and ribozero. 

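The median LR of the tested genes in the polyA+ libraries was -6.77. An LR over 10 was reached by 159 increased and 31 decreased genes.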

LR > 0 defined as differentially expressed. Numbers give total genes in each quadrant, and p-value and odds ratio gives Fisher exact association for a gene being differentially expressed in both polyA+ and ribozero sequencing.
- D)** Total differentially expressed genes for polyA+ and ribozero by direction.
- E)** Directional agreement between polyA+ (PA+) and ribozero (RZ) sequencing, top left gives 3x3 contingency table for increased (I), decreased (D) and not differentially expressed (N), top right gives the expected intersection, and bottom right gives  $-\log_{10}$  Poisson/Binomial p value right-tail for observed exceeding expected.

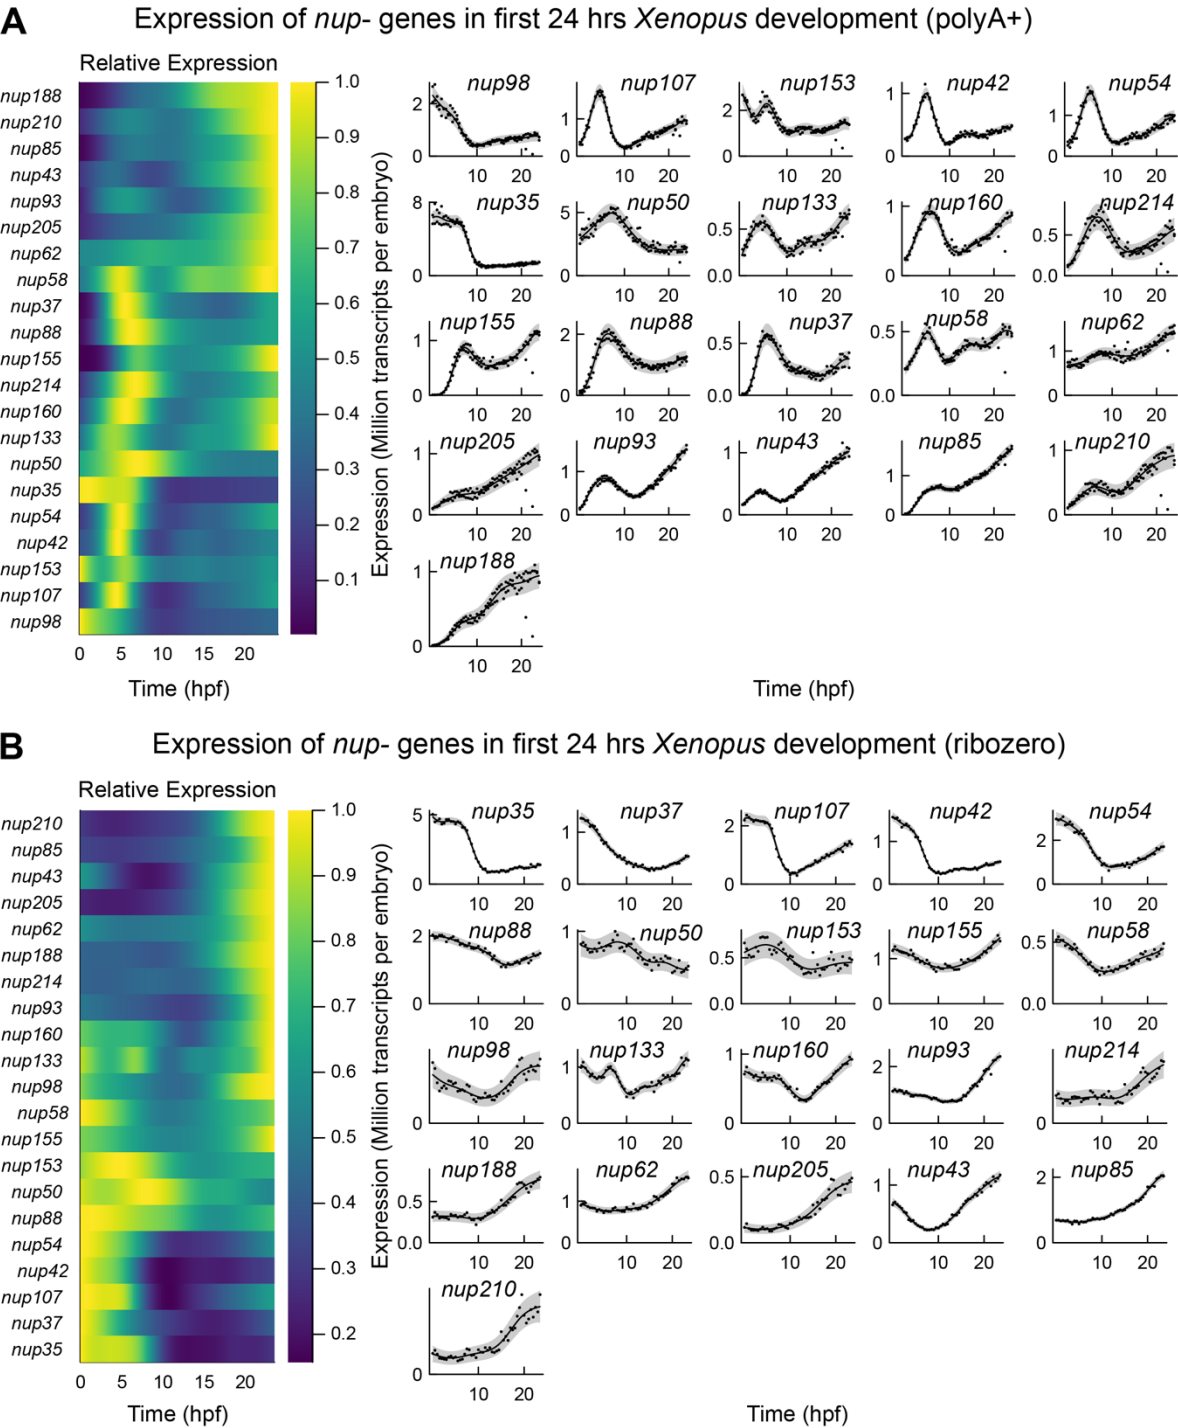

**Fig. S2. Temporal expression of nup genes in *Xenopus* development.**

Expression trajectories of all quantified *nup* genes detected in *Xenopus tropicalis* RNA-seq time series.<sup>22</sup> (Left) Heatmap of relative expression ordered by expression similarity, (right) expression trajectories in absolute transcripts per embryo with Gaussian process median and 95% confidence intervals as calculated in the original study.

**A)** polyA+ RNA-seq first 24 hours post fertilization (hpf).

**B)** ribosomal RNA depletion ribozero.

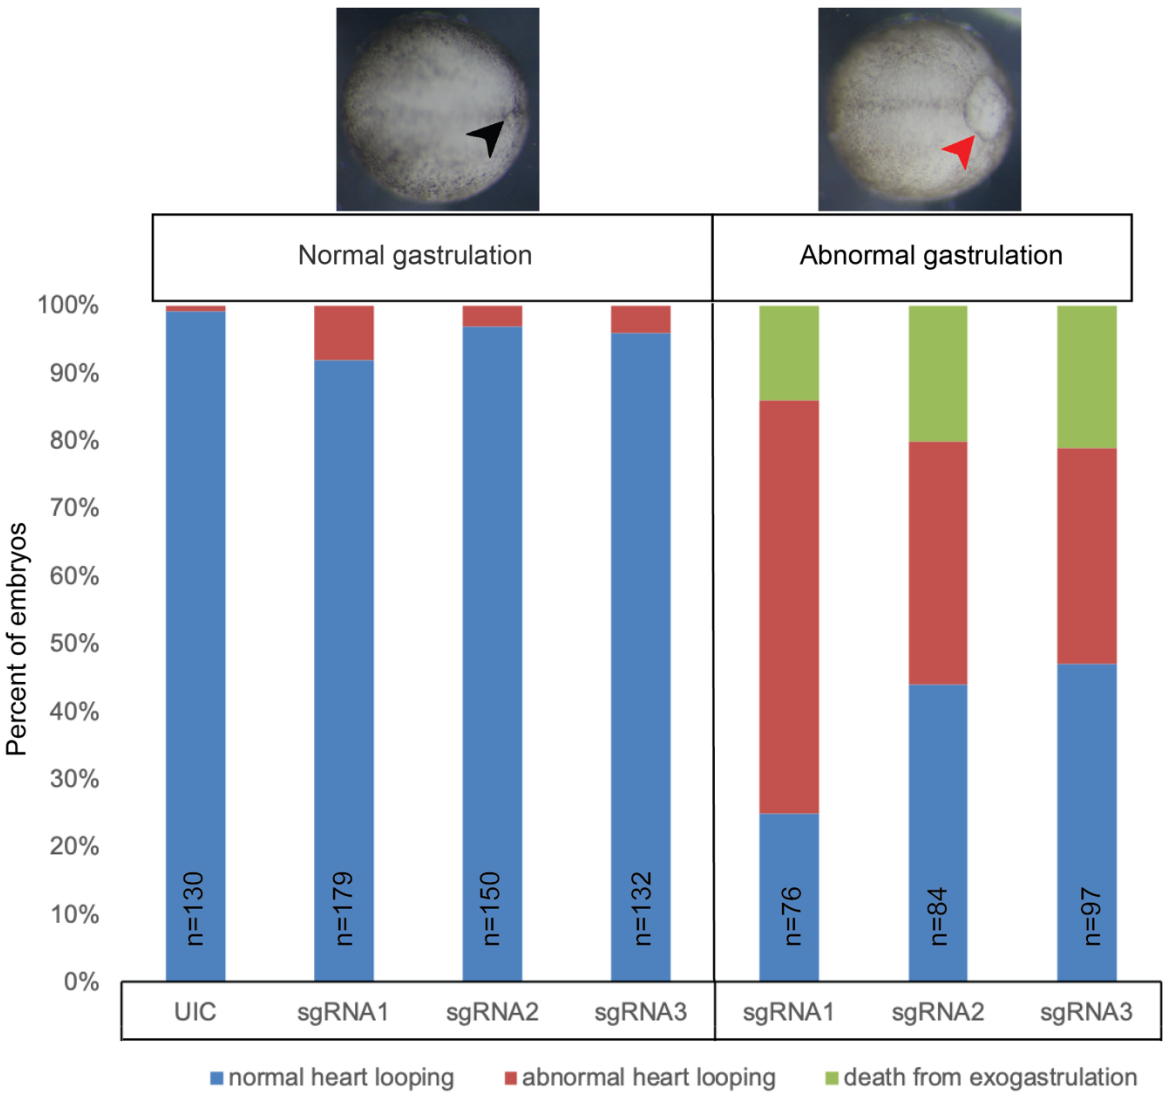

**Fig. S3. The comparison of abnormal heart looping in embryos with normal (complete closure of the blastopore lip, black arrow) and abnormal gastrulation (incomplete closure of the blastopore lip, red arrow). Three biological replicates were used for all experiments. All data represent results from experiments replicated at least 3 times in the laboratory.**

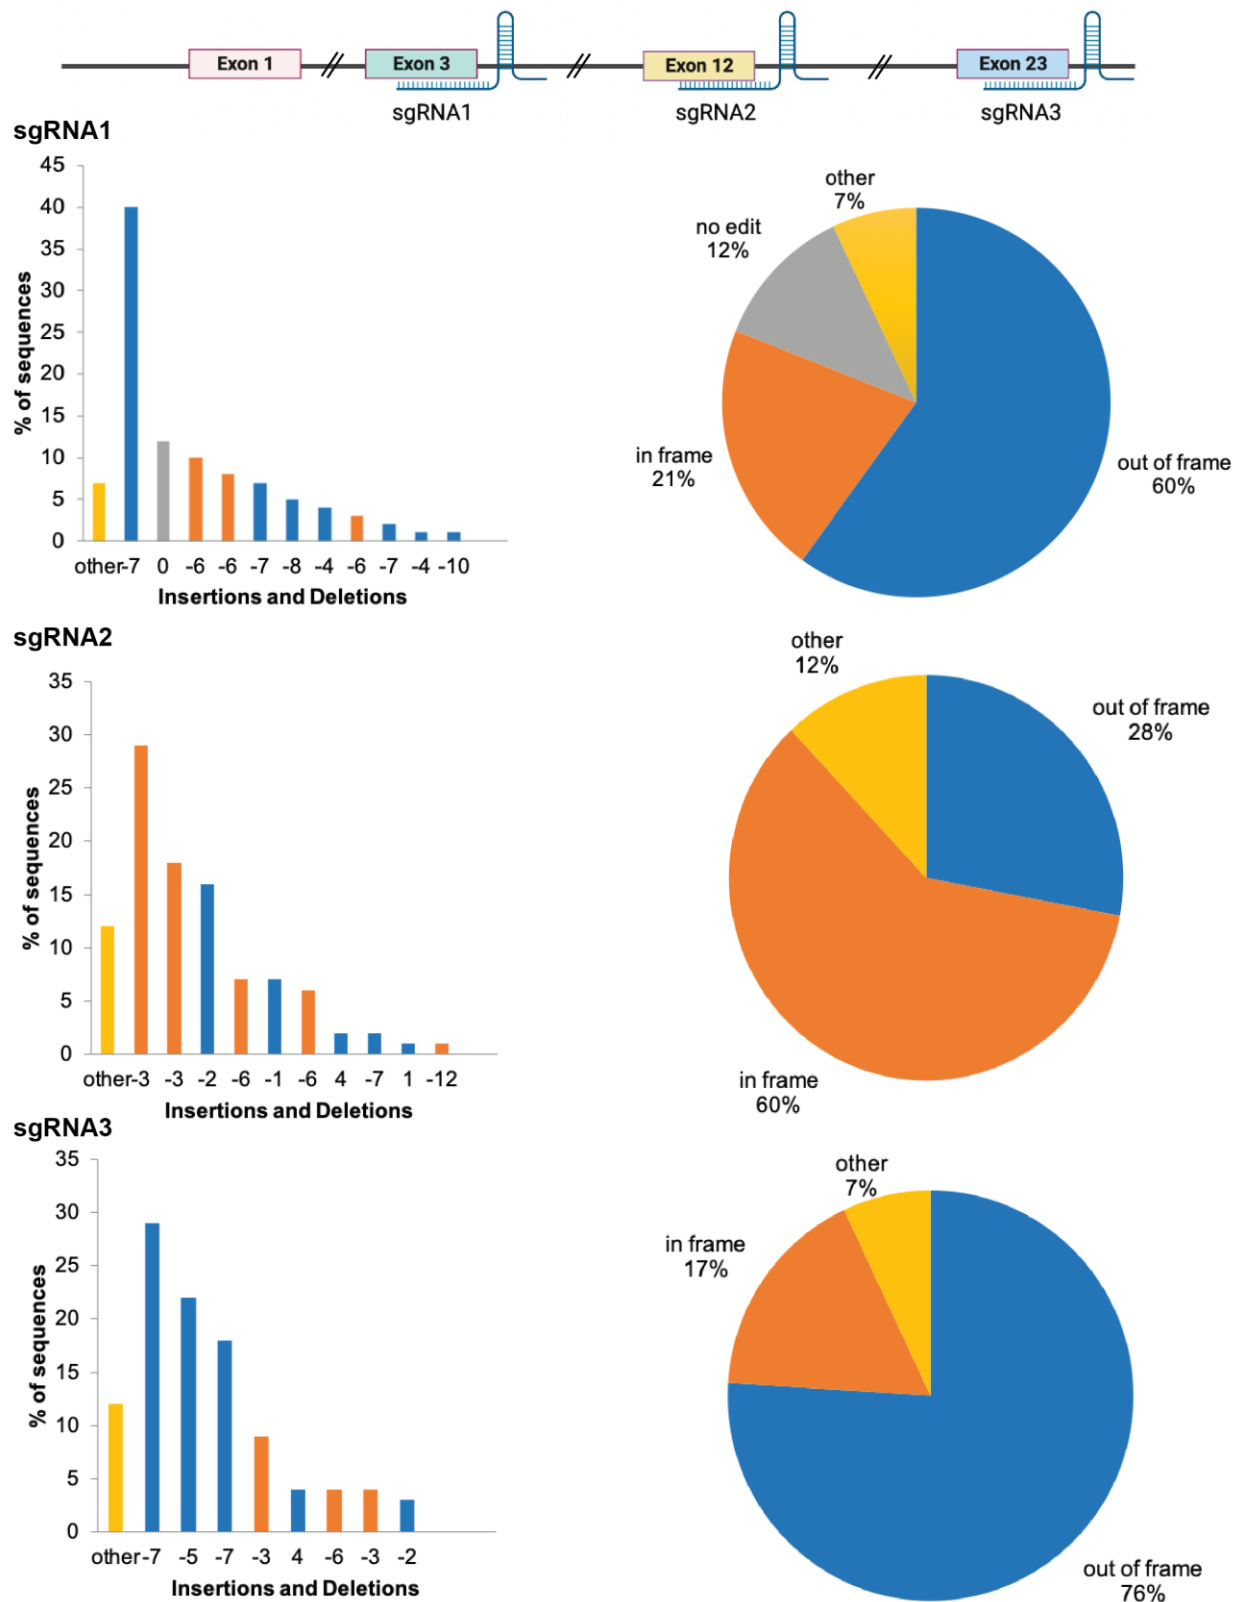

**Fig. S4. ICE analysis of *nup107* crispants.**

Schematic depicting sgRNAs targeting exons 3,12, and 23 (upper panel), and ICE analysis to determine *nup107* gene locus editing by CRISPR-Cas9. Three biological replicates were used for all experiments. All data represent results from experiments replicated at least 3 times in the laboratory.

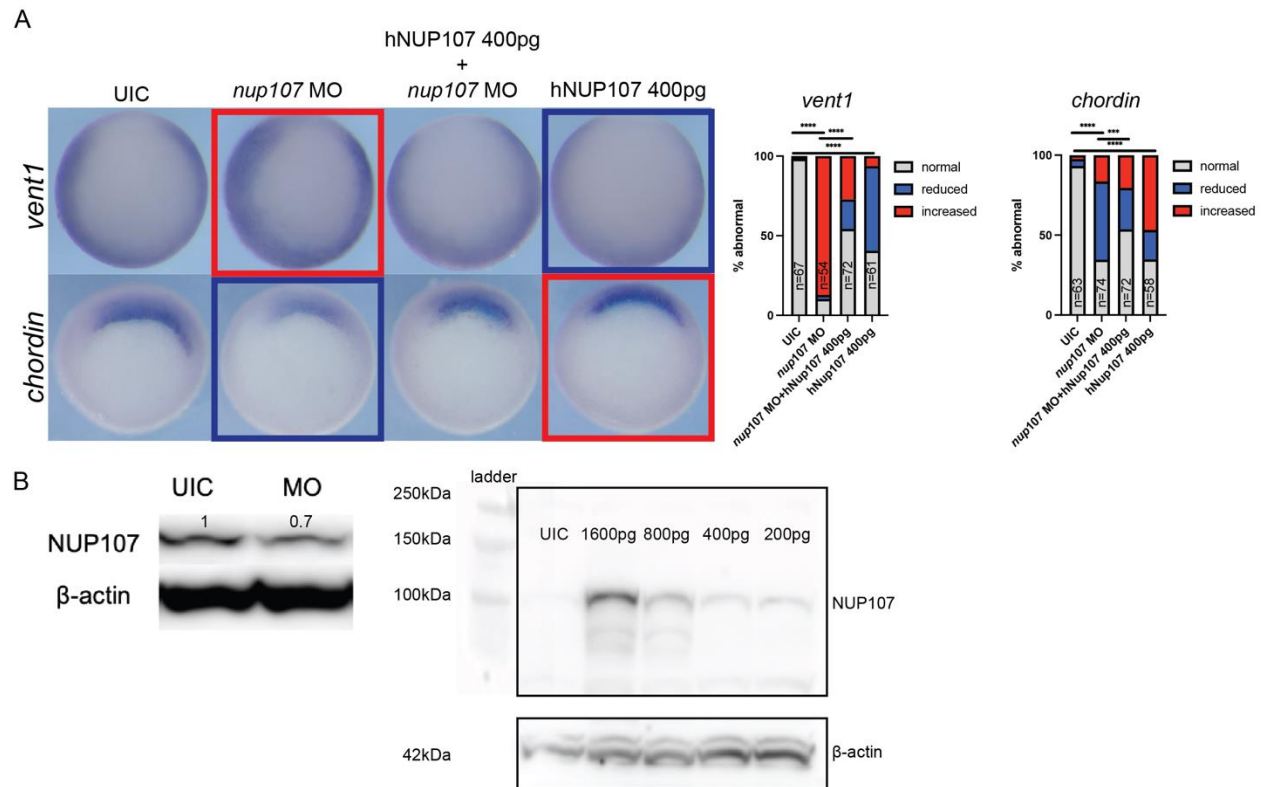

**Fig. S5. Abnormal mesodermal patterning in Nup107-depleted embryos is rescued by human NUP107 mRNA expression.**

**A)** Human NUP107 mRNA rescue of abnormal phenotypes associated with Nup107 depletion in ventral (*vent1*) and dorsal (*chordin*) patterning.

**B)** Western blots demonstrating the depletion of Nup107 protein (left) and the overexpression of human NUP107 mRNA (right) in *Xenopus tropicalis* embryos at stage 10.

Three biological replicates were used for all experiments. All data represent results from experiments replicated at least 3 times in the laboratory. Statistical significance was determined using Fisher Exact test analysis.  $p < 0.05$  was considered statistically significant. All statistical analyses and graphs were generated using Prism software (version 9).

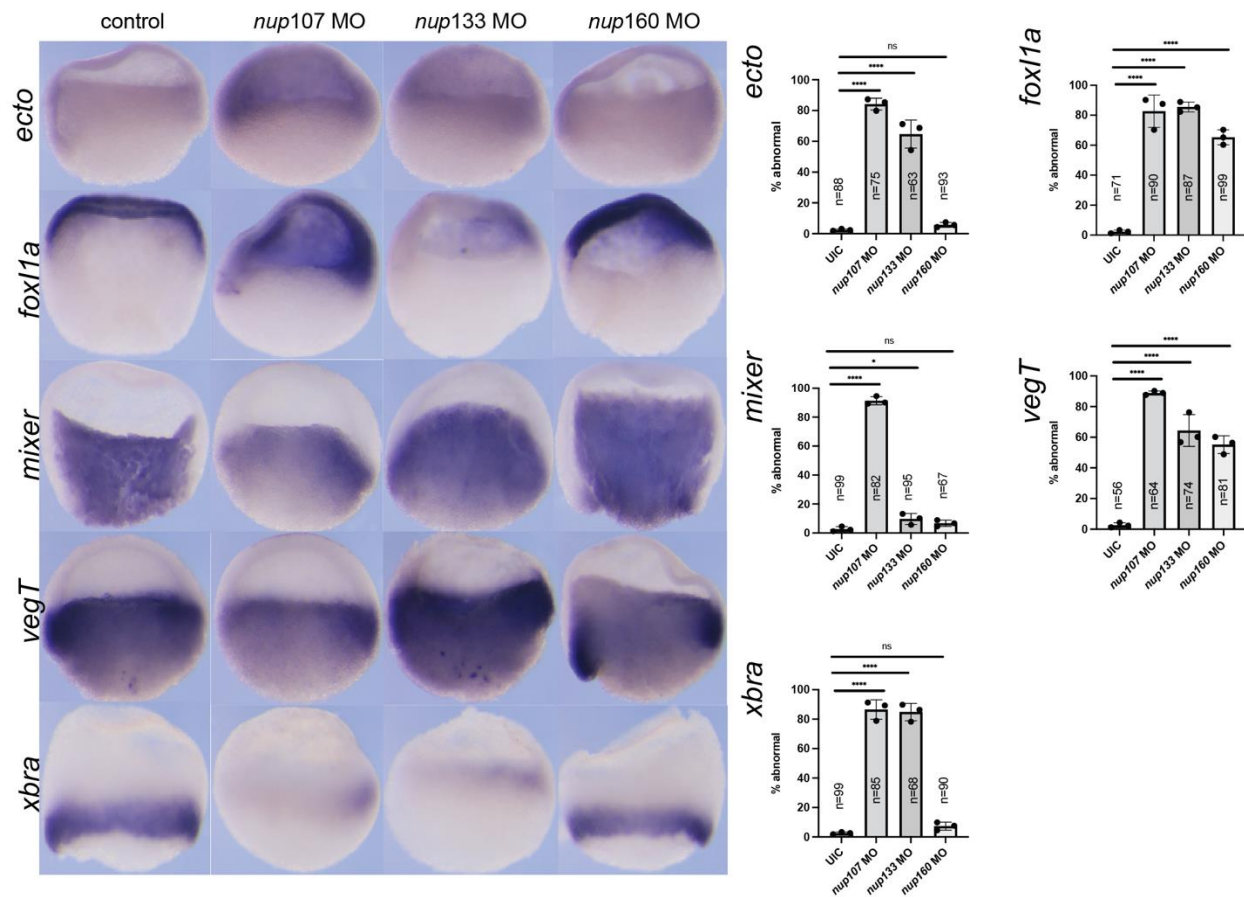

**Fig. S6. The effects of outer ring nucleoporin depletion on germ layer patterning.**

Whole mount *in situ* hybridization showing germ layer expression patterns for the depletion of outer ring nucleoporins Nup107, Nup133, and Nup160. *Ecto* and *foxl1a* = ectodermal markers, *mixer* and *vegT* = endodermal markers, and *xbra* = mesodermal marker. Three biological replicates were used for all experiments. All data represent results from experiments replicated at least 3 times in the laboratory. Statistical significance was determined using two-way ANOVA analysis.  $p < 0.05$  was considered statistically significant. All statistical analyses and graphs were generated using Prism software (version 9).

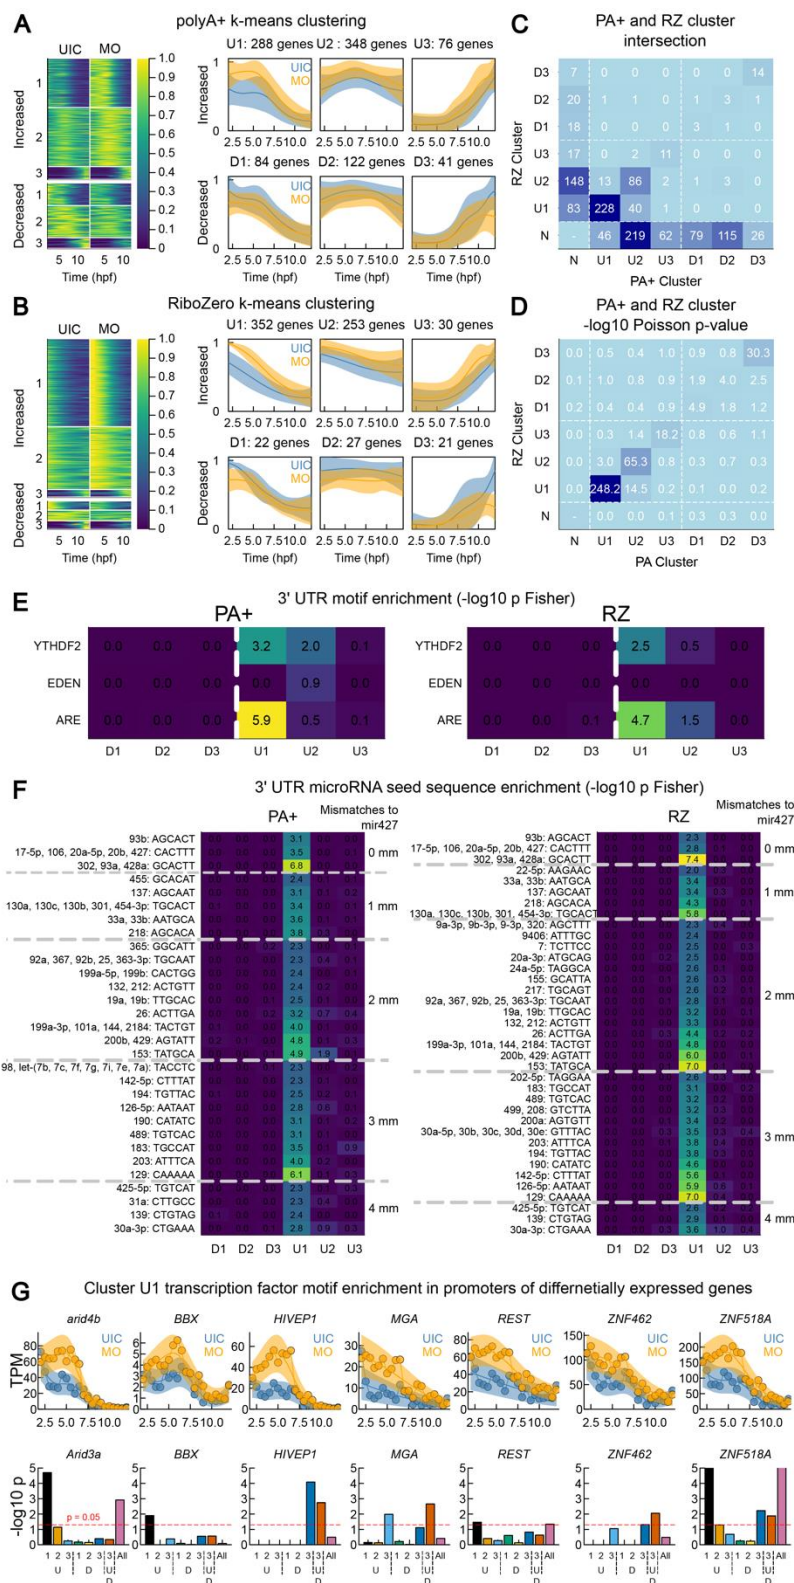

**Fig. S7. Clusters of temporally differentially expressed genes in polyA+ and ribozero sequencing.**

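In the polyA+ libraries, the mean difference between the maximum-normalized *nup107* MO and UIC curves was largest at 2 hpf in D1, at -0.192 ± 0.254 (SD across 99 genes). It was largest at 9 hpf in D2, at -0.116 ± 0.109 (136 genes), and at 12 hpf in D3, at -0.399 ± 0.339 (65 genes). *uap1*, in D1, had means of 277 ± 31.4 TPM in UIC and 148 ± 16.0 TPM in *nup107* MO at 2 to 5 hpf (SD, 7 time points). *cyb5r3*, in D2, had means of 4.52 ± 0.350 TPM and 1.91 ± 0.476 TPM in the same window. *LOC100145051*, in D3, was listed at 0 in both conditions at 2 to 5 hpf and had means of 48.4 ± 31.8 TPM and 20.5 ± 9.77 TPM at 9 to 12 hpf.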

**A, B)** Summary of differentially expressed clusters for polyA+ (**A**) and ribozero (**B**) sequencing, divided into genes with increased or decreased expression on average. Visualization as in Figure 3AB. Left panel gives max normalized heatmap and right panel shows cluster mean  $\pm$  SD. UIC = Uninjected Control, MO = *nup107* MO.

**C)** Intersection between polyA+ (PA+) and ribozero (RZ) clusters 7x7 contingency table, U1-3 = increased clusters 1-3, D1-3 is decreased clusters, N = not differentially expressed.

**D)**  $-\log_{10}$  Poisson/Binomial right-tail p value for observed intersection exceeding expected, dominant intersection is in cluster U1.

**E)** Enrichment of given motif within the 3' UTRs of genes in each cluster for polyA+ (PA+) and ribozero (RZ). Color and numbers give  $-\log_{10}$  Fisher exact right tail p value.

**F)** Enrichment of at least one copy of given microRNA seed within the 3' UTR of each cluster for polyA+ (PA+) and ribozero (RZ). Color and numbers give  $-\log_{10}$  Fisher exact right tail p value. All seeds enriched  $p < 0.01$  shown. Vertical labels give seed and microRNAs that share the same seed, e.g 427 = miR427. Seeds organized by number of mismatches to miR427 sequence.

**G)** Enrichment of polyA+ cluster U1 transcription factor motifs in the promoters of differentially expressed genes by cluster. 

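Among the 7 transcription factors examined in U1, *mga* had the largest mean log2 difference over 2 to 12 hpf, at 0.96 ± 0.75 (SD, 21 time points). That of *bbx* was the smallest of the 7, at 0.35 ± 0.33. The means were 0.94 for *hivep1*, 0.80 for *znf518a*, 0.65 for *arid4b* and 0.63 for *znf462*. Between 16 and 19 of the 21 time points were higher in *nup107* MO for each factor. Within the time course *bbx* had the lowest expression of the 7, at 2.75 TPM in UIC at 2 to 5 hpf.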

Top gives gene expression in TPM for each gene for uninjected control (UIC) and *nup107* MO (MO), data points are sample TPM and line and shaded region are transformed Gaussian process median and 95% CI. Bottom gives  $-\log_{10}$  Fisher exact right-tail p values for the association of at least one motif present in a promoter and the gene being present in the given cluster combination for polyA+ sequencing. 3UD = either cluster 3 in increased and decreased genes, the two zygotic response clusters, all = all differentially expressed genes.

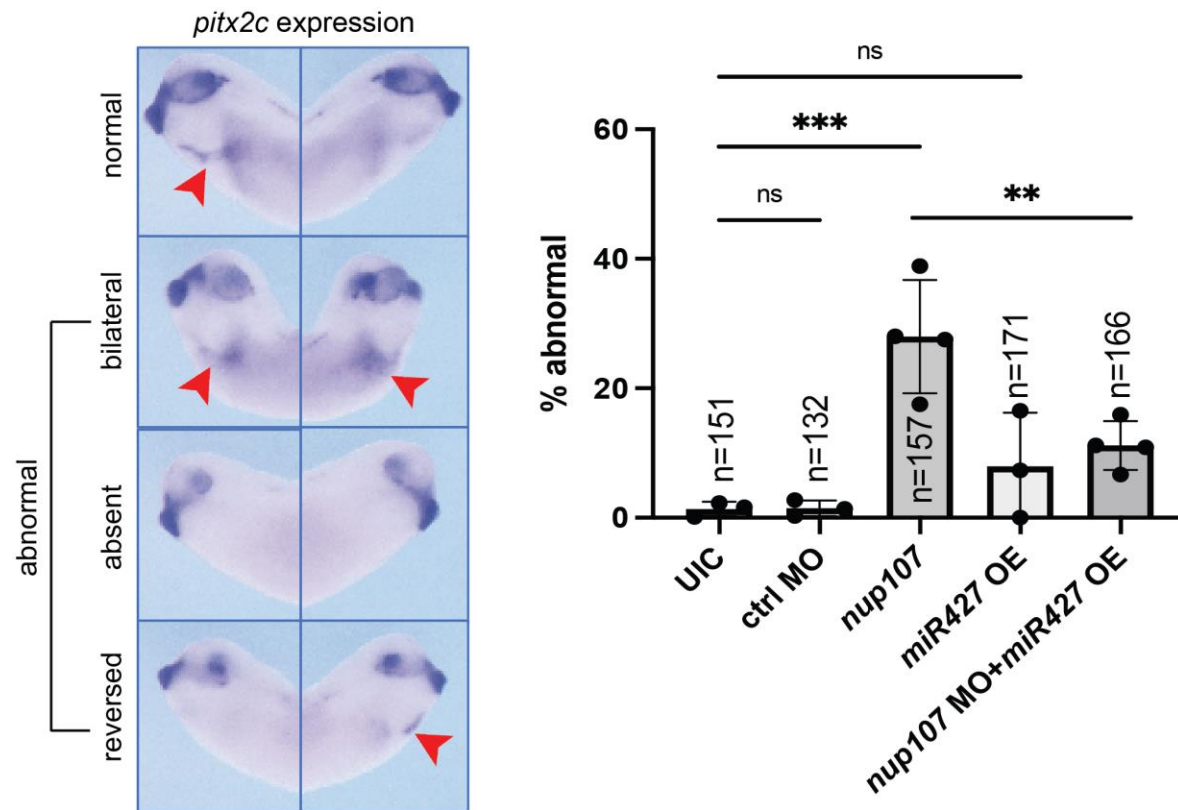

**Fig. S8. Abnormal *pitx2c* expression in Nup107-depleted embryos is rescued by *miR427* overexpression.**

Whole mount *in situ* hybridization showing *pitx2c* expression patterns. *Pitx2c* is normally expressed in the left lateral plate mesoderm, whereas abnormal expression manifests as right-sided, absent, or bilateral signal localization.

Three biological replicates were used for all experiments. All data represent results from experiments replicated at least 3 times in the laboratory. Statistical significance was determined using Fisher Exact test analysis.  $p < 0.05$  was considered statistically significant. All statistical analyses and graphs were generated using Prism software (version 9).

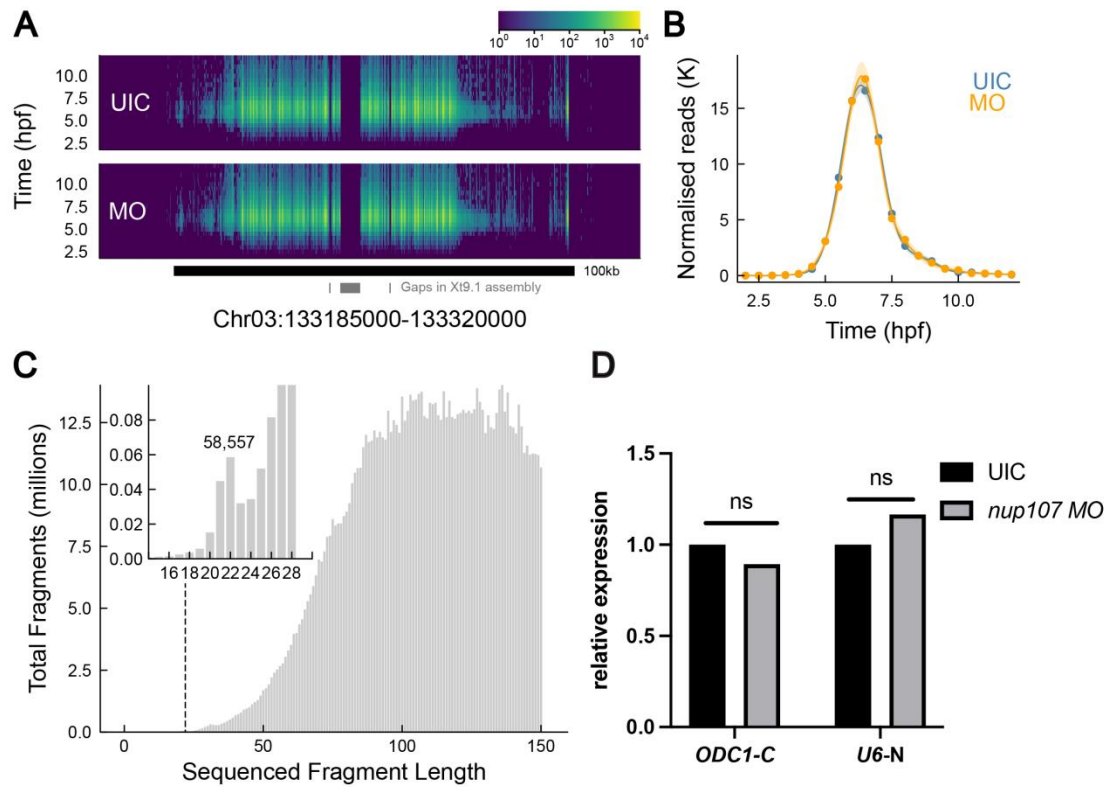

**Fig. S9. Quantification of *pri-miR427* in ribozero timecourse.**

**A)** heatmap of RNA-seq reads in uninjected control (UIC) and *nup107* MO timecourses. Reads correspond to *pri-miR427*, see **C**), reads that map ambiguously within *miR427* locus are averaged over all alignment positions.

**B)** quantification of all reads that map within *miR427* locus in **A**).

**C)** Total RNA fragments shorter than 150bp read length over all sequenced ribozero RNA-seq samples. Short RNAs are poorly captured, although there is a peak at length 22bp this corresponds to 58,557 of 738 million total sequenced fragments (0.008%), and only contains two sequences that could be assigned to *miR427*. Therefore, we did not capture mature microRNAs in the ribozero sequencing and the quantification in **A**) corresponds to *pri-miR427*.

**D)** Nuclear-cytoplasmic RNA fractionation followed by q-RT-PCR to quantify the levels of *u6* small nuclear RNA and cytoplasmic levels of *odc1* transcripts. *ODC1-C* represents the relative expression levels in cytoplasmic *odc1* expression between the control and *Nup107*-depleted embryos, while *U6-N* shows the comparison of nuclear *u6* levels in the controls and *Nup107*-depleted embryos. *odc1* signal was not detected in the nuclear fraction, while *u6* expression was not found in the cytoplasm; ns = not statistically significant.

**Table S1. Plasmids used for probe synthesis**

| Probe Name        | Plasmid                                                |
|-------------------|--------------------------------------------------------|
| <i>foxj1</i>      | TNeu058M03                                             |
| <i>tbxt</i>       | TNeu024F07                                             |
| <i>ectoderm</i>   | TNeu104j16                                             |
| <i>foxl1a</i>     | TGas002H16                                             |
| <i>mixer</i>      | TGas105b05                                             |
| <i>vegT</i>       | TGas066f22                                             |
| <i>gsc</i>        | TNeu077f20                                             |
| <i>vent1</i>      | BG487195                                               |
| <i>chordin</i>    | TGas133K5                                              |
| <i>rest/nrsf</i>  | Kindly provided by Alice Paquette (Fox Rothschild LLP) |
| <i>pri-miR427</i> | IMAGE:7545411 (Owens et al., 2016)                     |
| <i>nup107</i>     | IMAGE:8850047 (Reza et al., 2016)                      |
| <i>nup188</i>     | IMAGE:7675066 (Reza et al., 2016)                      |
| <i>nup62</i>      | IMAGE:7605025 (Reza et al., 2016)                      |
| <i>pitx2c</i>     | TNeu083k20                                             |

**Table S2. Primary antibodies used for western blotting**

| Antibody                                | Company                                 | Catalog number | Dilution |
|-----------------------------------------|-----------------------------------------|----------------|----------|
| anti-nup107                             | Invitrogen                              | PA5-30774      | 1:1000   |
| anti-nup188                             | Bethyl Laboratories                     | A302-322A      | 1:1000   |
| mAb414                                  | Abcam                                   | 24609          | 1:1000   |
| anti-GAPDH                              | Invitrogen                              | AM4300         | 1:10,000 |
| anti- $\beta$ -actin                    | Santa Cruz                              | sc-7963        | 1:10,000 |
| anti-mouse HRP<br>conjugated secondary  | Jackson Immuno<br>Research Laboratories | 715-035-150    | 1:10,000 |
| anti-rabbit HRP conjugated<br>secondary | Jackson Immuno<br>Research Laboratories | 11-032-171     | 1:10,000 |

## References

- Owens, N. D. L., Blitz, I. L., Lane, M. A., Patrushev, I., Overton, J. D., Gilchrist, M. J., Cho, K. W. Y. and Khokha, M. K. (2016). Measuring absolute RNA copy numbers at high temporal resolution reveals transcriptome kinetics in development. *Cell Rep*, 14, 632-647. doi:10.1016/j.celrep.2015.12.050
- Reza, N., Khokha, M. K. and Del Viso, F. (2016). Nucleoporin gene expression in *Xenopus tropicalis* embryonic development. *Int J Dev Biol*, 60, 181-8. doi:10.1387/ijdb.150317nr

How the deposited data were processed for this re-analysis (not part of the article)

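The data are polyA+ RNA-seq time courses of UIC and *nup107* MO embryos of *Xenopus tropicalis*, with 21 libraries in each condition, 1 per time point. Conditions and times were taken from the sample labels and the paper. The paper describes collection from stage 6, and the labels give 2 hpf as the first time point. Of 84 labelled samples, 42 were used. The 42 samples labelled ribozero were not analysed here, because the table named for them holds the same values as the polyA+ table.

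The authors aligned stranded paired-end reads to the Xt9.1 genome with ERCC spike-ins using STAR, quantified them with RSEM and deposited TPM per gene. The total of each library includes the ERCC spike-ins. The deposited values do not include the dinucleotide correction that the paper applied before its test, and its inputs were not used here. TPM keep no read counts, so no depth, counting error or detection limit is given. No GC content or transcript length was used here. Gene names are those of the table, in which 7405 of 34192 genes have no symbol. *trim33* is the paper's *ectodermin*, *t* its *tbxt* and *xbra*, *ventx1.2* its *vent1*, and *wisp3* is also named *ccn6*. *nup160* and *foxi1a* were not analysed here, since no single symbol in the table could be assigned to them.

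The GP test followed the paper's methods in the square-root transform (alpha 1, beta 1000), the Matern 5/2 kernel and normal priors on the logs of the hyperparameters. The priors had means of 3, 2 and 0 and SDs of 2, 4 and 4 for the amplitude, length scale and noise. The GPs had a mean of 0, a choice that the text of the paper's methods does not state. The second number of each prior in the paper was taken as an SD. The length scale was searched over 51 values with 3 starts each. The range of this search was widened after a check against a continuous optimiser on simulated data, when counts from the narrower search had been seen. The final search differed from that optimiser by at most 0.143 in LR over 30 genes. The run filter was planned for both kinds of library and was applied to polyA+ alone. The limma paired model used log2(TPM + 1). In simulated data with the same change at all time points and independent noise, it called 199 of 200 changed genes and 11 of 14811 unchanged genes. Clusters came from k-means on the fitted curves. Sign-flip permutation tests used 100000 resamples and are two-sided. Random lists were matched on mean expression in 20 bins. The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.

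The genes named are every gene that the paper names with these libraries or as a marker, and the 5 genes with the largest LR in each direction. The rule, the windows, the tests of the results at the paper's claims and the alternatives were set before the data were examined. Tests of explanations were added later, and the closing section says which of them were chosen after results were seen. The rule asked for genes called in both kinds of library, and was applied to polyA+ alone. For 1 gene the result is not reported here; it stays in the number of genes over which p-values were adjusted. Alternatives covered the filter on low expression, the transform, the centring, the priors, the LR threshold, the kernel, the scaling by median ratios or by ERCC spike-ins, subsets of time points, the pseudocount and the clustering. UIC and *nup107* MO libraries were paired by time point, since siblings were collected at the same times.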

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

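For 32 named genes, the differences at the 7 time points of 2 to 5 hpf were set against those of 9 to 12 hpf by an exact permutation test (two-sided, Benjamini-Hochberg adjustment over the 32 genes), and 9 genes passed an adjusted p of 0.05. Time points within a window are not independent, and the test makes no allowance for this. This comparison of windows and the tests below were chosen after values had been seen.

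The mean log2 difference of *nup107* mRNA was 0.02 ± 0.07 at 2 to 5 hpf and 1.22 ± 0.16 at 9 to 12 hpf (SD, 7 time points), a difference of 1.20 (exact p = 0.000583, the smallest this design can give, adjusted p = 0.00233). It was higher in *nup107* MO at 7 of 7 time points of the late window. Slower development of *nup107* MO embryos was tested by comparing each library with UIC at the stage that uncalled genes matched best, which left 1.26. Scaling by ERCC spike-ins left 1.29 and scaling by median ratios 1.21. These values argue against scaling, and against a delay shared by uncalled genes, as the whole cause. A delay of called genes alone would be missed, since stages were matched on uncalled genes. *nup107* fell into U1, for which the paper proposes a failure to clear maternal transcripts. Its early difference was, however, far below the U1 median of 0.48 at 2 to 5 hpf. Such a failure, a slower loss of the mRNA when the MO is bound to it, or a response of the gene to depletion may explain the difference. None of these was tested. Differences between the pools of embryos of single time points would scatter around 0, while the 7 late values lay between 0.993 and 1.43 and the 7 early ones between -0.091 and 0.092, which argues against them as the whole cause. Injection itself stays open.

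*ppp6r1*, *gmfb* and *mzt2b*, all in U2, also differed little early and more late. The late difference exceeded the early one by 0.61, 0.56 and 0.71. *uap1* moved the other way in time: its difference was -0.89 at 2 to 5 hpf and -0.16 at 9 to 12 hpf, a change of 0.73. The exact p was 0.000583 for each of these 4 genes (adjusted p = 0.00233). Over 2 to 12 hpf the mean differences of these genes kept their sign under the other scaling and pseudocount and with each time point left out, which does not test the change between windows. These 4 genes were chosen by their LR in the same libraries, so their p-values are no independent evidence. Differences between the pools of embryos of single time points were therefore tested over the 8537 genes with a mean of at least 5 TPM in both windows and conditions, with all 1716 splits of the 14 time points. In 1 of 1716 splits, the real one, as many genes had early and late differences that did not overlap (157, against at most 141 and a median of 3 in the others), which argues against such differences as the whole cause for these genes as a set. The share of splits in which any of the 8537 genes had as large a t statistic was 0.00350 for *mzt2b* and 0.00699 for *ppp6r1*, which argues against them for these 2 genes. It was 0.0513 for *gmfb* and 0.0810 for *uap1*, so that for each of these 2 genes alone they stay open. No other technical explanation was tested for the change, and a response that follows developmental time and injection itself stay open.

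For *wisp3* (0.82), *t* (0.13) and *LOC100145051* (-0.997), expression in the early window was near or at 0 TPM in both conditions, so that the early difference is near 0 by construction and the test shows little more than the late difference. The exact p was 0.000583 for each (adjusted p = 0.00233). *t* was not called by the GP test. *LOC100489887*, in D3, had a change of -0.94 (exact p = 0.0117, adjusted p = 0.0414), from 5.58 TPM in UIC early to 106 TPM late. No technical explanation was tested for these 4 genes.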

How the results depend on the processing

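The numbers of called genes depended on the test's settings. Against 782 increased and 300 decreased genes, there were 1479 and 982 without the run filter (19377 genes tested), 1641 and 995 on log2(TPM + 1), and 1561 and 1000 with each gene's mean subtracted. The test on log2(TPM + 1) also subtracted each gene's mean and divided by its SD, so it does not isolate the log scale. Adding the log priors to the LR gave 297 and 57, and an LR over 3 gave 460 and 112. The share of increased genes among called genes was 72.3% and became 60.1% without the run filter, 62.3% on log2(TPM + 1), 61.0% with the mean subtracted, 83.9% with the log priors, 86.7% with ERCC scaling, 64.8% with median-ratio scaling and 57.4% with whole-hour time points. With ERCC scaling 118 genes were decreased, 110 of them also decreased with TPM as deposited, and with half-hour time points 186 were, 75 of them shared. With whole-hour time points 397 genes were decreased, only 105 of them shared, and 536 were increased, 410 of them shared. The counts of the other settings stayed within 1.5 times, which does not say that the genes were the same, and leaving out 1 time point gave from 715 to 852 increased and from 250 to 322 decreased genes. Fewer genes called at a higher LR threshold, and more genes tested without the filter, follow from those settings; otherwise the cause was not tested.

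The size of U1 was 564 with k = 2, with 198 of the 312 U1 genes among them, and 157 with k = 4, with 156 shared; why the genes were divided differently was not tested. It was 288 with observed TPM (275 shared genes) and 312 with another seed. The U1 median kept its direction under the other pseudocount and scalings, from 0.44 to 0.56 at 2 to 5 hpf. With 1 time point left out it ranged from 0.42 to 0.55 at 2 to 5 hpf, from 0.34 to 0.47 at 5.5 to 8.5 hpf and from 0.24 to 0.44 at 9 to 12 hpf, the lowest without 9 hpf. The mean of *nup107* in UIC at 2 to 5 hpf was 192.9 TPM with ERCC scaling against 204.4 TPM; the cause was not tested.

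For 5 named genes, none of them called by the GP test, the mean log2 difference over 2 to 12 hpf was so near 0 that its sign changed under a setting. With a pseudocount of 0.1, *gsc* was at 0.050 and *t* at -0.0082. *vegt* was at -0.0016 with median-ratio scaling. With 1 time point left out, *gsc* ranged from -0.044 to 0.0084, *odc1* from -0.015 to 0.0013 and *nup188* from -1.6e-05 to 0.057. Of the other changes among named genes, 6 were stronger and 7 weaker, all for genes that the GP test did not call. The stronger ones were 4 for *ventx1.2*, 1 for *foxj1* and 1 for *t*, and the 7 weaker ones were for *ventx1.1*. The limma paired model called 2261 genes, 1704 with a spline of time without pairing, 2118 with a pseudocount of 0.1, 2029 without the run filter and 2325 at a mean of at least 5 TPM.

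Not run were a correction for GC content and length, the ribozero libraries and comparisons between both kinds of library, and counts of seeds in 3' UTRs. The depth of the libraries is unknown, which leaves the precision of low values unknown.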

Differences from the paper's values

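D3 held 65 genes, against the paper's about 41 in Fig. S7A, read by eye. Of the alternatives set before the data were examined that keep 3 clusters, observed TPM gave 76 and another seed 65, and neither closed the gap. With observed TPM, U3 held 131 genes against the paper's about 76 in Fig. S7A, while with fitted curves it held 102. The other values compared were within 1.5 times of the paper's with the settings of the paper's methods.

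Settings that met a value of the paper do not show which setting the paper used. Median-ratio scaling gave 712 increased genes, the paper's number, together with 387 decreased genes. Clustering observed TPM gave 288 genes in U1, the paper's number. TPM as deposited gave 782 increased and 300 decreased genes, 1082 in all, against the paper's 712, 247 and 959, and 15011 tested genes against the paper's 13917.

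The paper describes U1 as the cluster that diverged earliest and most. The order of the clusters depended on the scale. At 2 hpf the median log2 difference was 0.04 in U1, 0.15 in U2 and -0.32 in D1. On the maximum-normalized scale, the mean fitted curves at 2 hpf were at 0.816 in *nup107* MO and 0.634 in UIC for U1, at 0.709 and 0.593 for U2, and at 0.618 and 0.811 for D1, so that U1 differed more than U2 and slightly less than D1. For the size of the difference, U1 had the larger median on the log2 scale, with 0.48, 0.42 and 0.38 in the 3 windows and 1.24 at 9 hpf, against 0.00, -0.05 and -0.36 and -0.69 at 12 hpf in D3. On the maximum-normalized scale the largest mean difference was -0.399 in D3 and 0.334 in U1. The paper describes U1 as made up entirely of maternal transcripts, and 307 of 312 U1 genes were over 0.4 TPM in UIC at 2 hpf. The paper chose 3 clusters by the mode of silhouette scores, and for decreased genes in polyA+ libraries the score was highest at k = 2. The paper reports higher *ectodermin* (*trim33*) in depleted embryos by *in situ* hybridization. The GP test did not call this gene, and the limma paired model did, with a mean log2 difference of 0.15. By the same method the paper reports lower *chrd*, *gsc*, *foxj1*, *t*, *vegt* and *mixer* and higher *ventx1.2*. Neither test called these genes. The paper scored the share of embryos with altered staining, for most of these markers at the onset of gastrulation. The means here are of pooled embryos over 2 to 12 hpf, and all but *vegt* were near or at 0 TPM early. They are another measure and do not test the staining. The mean log2 difference had the sign opposite to the paper's direction for *chrd* (0.05), *foxj1* (0.06), *t* (0.08) and *vegt* (0.01). It had the same sign for *gsc* (-0.01), *mixer* (-0.11) and *ventx1.2* (0.11).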

Other observations

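The tests on the shared changes of U1 genes between libraries, on the link between these changes and the difference between conditions, on the axis of the U1 genes and on 2 hpf, and the counts of genes called in both sets of time points, were chosen after results were seen, except the test on ERCC spike-ins. The other tests were fixed before their results were seen.

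UIC and *nup107* MO were swapped within time points in 100 splits, the real one included. In 1 of 100 splits, the real one, at least as many genes were called by the GP test (1065 with a coarser search, against at most 509 and a median of 219 in the others). By the limma paired model it was also 1 of 100 splits (2261 genes, against at most 49 and a median of 0). The GP test still called genes when labels were swapped, so part of its calls at an LR over 0 is expected without an effect. Of genes called as increased, 254 were called in whole-hour and half-hour libraries alike, where 20.0 would be shared if these sets were independent, and for decreased genes 35 were, where 4.92 would be. Both sets share the same course of development.

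U1 genes were higher in *nup107* MO at 2 to 5 hpf, with a median log2 difference of 0.48. Scaling by ERCC spike-ins left 0.54 (from 0.49 to 0.61 with 1 time point left out). A U1 cluster chosen on whole-hour libraries (234 genes, 80.3% of them in U1) had a median of 0.53 in the half-hour libraries of this window, above the random lists (at most 0.079 for the middle 95%), so that choosing genes on the same libraries is not the whole cause. Against UIC at the matched stage, the median was 0.48. Over all time points, *nup107* MO libraries matched a stage 0.1 h later than their own time (median). At 2 to 5 hpf the mean shift was 0.17 h, with 0.4 h at 2 hpf. A delay shared by uncalled genes is therefore not the whole cause. Genes displaced by a delay could be called and so left out of the matching, and no stage before 2 hpf could be matched. A delay of called genes alone therefore stays open.

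U1 genes also rose and fell together from one library to the next, with a mean correlation of 0.470 in UIC, which random lists of similar expression did not show. The largest step of the U1 median was -1.33 on the log2 scale from 8.5 to 9 hpf in UIC and -1.08 from 6.5 to 7 hpf in *nup107* MO. The composition of 46 ERCC spike-ins did not follow these changes in UIC (Pearson r = -0.156, permutation p = 0.486, Spearman's rho = -0.171, permutation p = 0.453, r = 0.130 without the 2 farthest libraries) or in *nup107* MO (r = 0.260, permutation p = 0.257, rho = 0.190, permutation p = 0.411, r = 0.161 without the 2 farthest). Adjusted over the 2 relations, both p were 0.486 for r and 0.453 for rho. A bias that acts on embryo RNA alone would leave no trace in the spike-ins.

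The U1 genes that jumped most were the ones most increased. Across U1 genes, the size of the jumps in *nup107* MO libraries of 5.5 to 12 hpf was compared with the difference at 2 to 5 hpf. The size is the slope of a gene's deviations on the mean deviation of the other U1 genes, and it can be negative. Both measures are on log2(TPM + 1), which understates them for genes of low expression, and this was not corrected for. Spearman's rho was 0.899. With the jumps taken from UIC libraries it was 0.663. The median difference was 0.25 in the 78 U1 genes with the smallest of these jumps and 0.88 in the 78 with the largest. Jumps and differences were read from different libraries, but the fitted curves and the choice of U1 genes rest on all time points. Genes are not independent replicates. One hypothesis is that a single factor lies behind both the jumps and the difference between conditions. It may be technical, such as transcript length, base composition or RNA quality, or biological, such as polyadenylation or the clearance of maternal transcripts. The paper argued against polyadenylation from its ribozero time course, in which most polyA+ U1 genes again fell into U1. It concluded that transcript levels had changed. Among the genes with the largest differences were *ankrd12*, *golga4*, *cep290* and *golgb1*, named after their values were seen.

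Whether a technical factor that differs from library to library explains the U1 difference cannot be told apart from an effect of depletion. Removing 3 factors estimated on uncalled genes left a median of 0.46, above the random lists, which met the condition fixed beforehand for arguing against such a factor. The link between jumps and differences would follow from such a factor, however, as well as from a biological one, so the question is left open. Removing the axis of the U1 genes' own jumps left medians of 0.35 and 0.42 (weights from UIC and from *nup107* MO, slopes from genes outside U1) and of 0.39 and 0.44 (slopes from uncalled genes), against 0.48 before. Outside U1 the weights of a gene in UIC and in *nup107* MO correlated at only 0.114 (0.00757 among uncalled genes), so they are mostly noise and the removal is too weak to decide. Dividing the slopes by these correlations gave medians from -9.02 to -0.01, which cannot be used. The paper's ribozero libraries, in which most U1 genes of its polyA+ libraries again fell into U1, bear on it and were not analysed here. Replicate time courses, transcript lengths and a control MO, also not analysed here, would bear on it too.

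At 2 hpf, 161 of 1082 called genes already differed by more than 0.5 on the log2 scale (14.9%, against 9.71% of uncalled genes), 74 of them among the 300 decreased genes. Of the 161 genes, 137 (85.1%) had the same sign at 2.5 and 3 hpf on average, against 68.2% of uncalled genes. Noise of single libraries cannot be told apart from an early difference between the pools of embryos by this test, because called genes were chosen on the same libraries. A difference between pools that was present from the start may contribute to these calls. The *nup107* MO library of 2 hpf matched a stage 0.4 h later than its own time, and these differences were not compared at matched stages.

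Marker genes that the paper examined by *in situ* hybridization were not called by the GP test in these whole-embryo libraries. The mean log2 difference over 2 to 12 hpf was 0.05 for *chrd*, -0.01 for *gsc*, 0.06 for *foxj1*, 0.11 for *ventx1.2*, 0.08 for *t*, 0.01 for *vegt*, -0.11 for *mixer* and 0.15 for *trim33*, the last higher in *nup107* MO at 19 of 21 time points (sign-flip permutation p = 1e-05, the smallest it can give). *ventx1.1*, analysed beside *ventx1.2*, was not called either and had a mean of 0.14. The same test gave p = 0.0294 for *ventx1.1* (adjusted p = 0.0448 over 32 named genes) and p = 0.0549 for *ventx1.2* (adjusted p = 0.0798). *ventx1.1* was higher in *nup107* MO at 11 of 21 time points and *ventx1.2* at 10 of 21. *ventx1.2* was at 0 TPM in both conditions throughout 2 to 5 hpf and higher at 5 of 7 in each later window. Both genes, *chrd*, *gsc*, *foxj1*, *t* and *mixer* were near or at 0 TPM at 2 to 5 hpf. Their mean differences at 9 to 12 hpf were 0.16, 0.16, 0.03, -0.21, 0.12, 0.11 and -0.27. With 5, 6, 7, 7.5, 10, 10.5 or 11 hpf left out, the unadjusted sign-flip p for *ventx1.1* was from 0.0503 to 0.0593. With 6.5, 9 or 11.5 hpf left out, that for *ventx1.2* was from 0.00390 to 0.0480. With 8 hpf left out, that for *foxj1* was 0.0399, against 0.265 with all time points. Whole-embryo levels carry no information on where a gene is expressed. *nup62*, *nup133* and *nup188* were not called by the GP test either, with means over 2 to 12 hpf of 0.11, 0.11 and 0.03. The limma paired model, without allowance for the dependence between time points, gave Benjamini-Hochberg adjusted p = 0.00166 for *trim33*, 0.0135 for *nup133*, 0.0426 for *nup62*, 0.110 for *ventx1.1* and 0.169 for *ventx1.2*.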
